# Neural clocks and Neuropeptide F/Y regulate circadian gene expression in a peripheral metabolic tissue

**DOI:** 10.7554/eLife.13552

**Published:** 2016-04-14

**Authors:** Renske Erion, Anna N King, Gang Wu, John B Hogenesch, Amita Sehgal

**Keywords:** circadian rhythm, neuropeptide F, neuropeptide Y, cytochrome P450, metabolism, neural clocks, *D. melanogaster*, Mouse

## Abstract

Metabolic homeostasis requires coordination between circadian clocks in different tissues. Also, systemic signals appear to be required for some transcriptional rhythms in the mammalian liver and the *Drosophila* fat body. Here we show that free-running oscillations of the fat body clock require clock function in the PDF-positive cells of the fly brain. Interestingly, rhythmic expression of the cytochrome P450 transcripts, *sex-specific enzyme 1 (sxe1*) and *Cyp6a21*, which cycle in the fat body independently of the local clock, depends upon clocks in neurons expressing neuropeptide F (NPF). NPF signaling itself is required to drive cycling of *sxe1* and *Cyp6a21* in the fat body, and its mammalian ortholog, Npy, functions similarly to regulate cycling of cytochrome P450 genes in the mouse liver. These data highlight the importance of neuronal clocks for peripheral rhythms, particularly in a specific detoxification pathway, and identify a novel and conserved role for NPF/Npy in circadian rhythms.

**DOI:** http://dx.doi.org/10.7554/eLife.13552.001

## eLife digest

Many processes in the body follow rhythms that repeat over 24 hours and are synchronized to the cycle of day and night. Our sleep pattern is a well-known example, but others include daily fluctuations in body temperature and the production of several hormones. Internal clocks located in the brain and other organs drive these rhythms by altering the activity of certain genes depending on the time of day.

Animals have specific organs that contain enzymes needed to break down toxic molecules in the body, and the levels of several of these enzymes rise and fall over each 24-hour period. In mammals, these enzymes are found in the liver, but in insects they are found in an organ called the fat body. Here, Erion, King et al. set out to determine the extent to which the internal clock in the brain influences the daily rhythms of these enzymes.

The experiments show that a hormone released by the nervous system is required for the levels of the detoxifying enzymes to change in 24-hour cycles. This hormone – termed Neuropeptide F in fruit flies and Neuropeptide Y in mice – is also known to stimulate both mice and fruit flies to eat. Since toxic molecules often enter the body during feeding, Erion, King et al. speculate that it may be beneficial to link the detoxification process to feeding by using the same mechanism to control both processes. The next step following on from this work would be to find out exactly how neuropeptide F drives the 24-hour rhythms in the fat body and other organs.

**DOI:** http://dx.doi.org/10.7554/eLife.13552.002

## Introduction

Circadian clocks constitute an endogenous timekeeping system that synchronizes behavior and physiology to changes in the physical environment, such as day and night, imposed by the 24 hr rotation of the earth (Zheng and Sehgal, 2012). A coherent circadian system is composed of a cooperative network of tissue-specific circadian clocks, which temporally coordinate and compartmentalize biochemical processes in the organism (Wijnen and Young, 2006). Clock disruption is associated with numerous deleterious health consequences including cancer, cardiovascular disease, and metabolic disorders (Marcheva et al., 2010; Marcheva et al., 2013; Turek et al., 2005).

In the fruit fly, *Drosophila melanogaster*, the neuronal clock network is comprised of roughly 150 circadian neurons, which are grouped based on their anatomical location and function in the brain (Allada and Chung, 2010). The lateral neurons include the small and large ventral lateral neurons (LNvs), the dorsal lateral neurons (LN_d_s) and the lateral posterior neurons (LPNs). The dorsal neurons are divided into three subgroups, dorsal neurons (DN) 1, 2, and 3. The small LNvs (sLNvs) have traditionally been referred to as the central clock because they are necessary and sufficient for rest:activity rhythms under constant conditions (Grima et al., 2004; Stoleru et al., 2004), but recent studies also indicate an important role for the LN_d_s (Guo et al., 2014). The LNvs express the neuropeptide pigment dispersing factor (PDF), which is important for rest:activity rhythms (Renn et al., 1999; Stoleru et al., 2005; Lin et al., 2004; Yoshii et al., 2009) and for the function of circadian clocks in some peripheral tissues (Myers et al., 2003; Krupp et al., 2013). The LN_d_s constitute a heterogeneous group of neurons differentiated by the expression of peptides and receptors (Lee et al., 2006; Johard et al., 2009; Yao and Shafer, 2014). Thus far, these peptides, which include Neuropeptide F (NPF), have only been implicated in behavioral rhythms (He et al., 2013a; Hermann et al., 2012; Hermann-Luibl et al., 2014).

Most physiological processes require clocks in peripheral tissues, either exclusively or in addition to brain clocks. For instance, a peripheral clock located in the fat body, a tissue analogous to mammalian liver and adipose tissue (Arrese and Soulages, 2010), regulates feeding behavior (Xu et al., 2008; Seay and Thummel, 2011) and nutrient storage (Xu et al., 2008) and drives the rhythmic expression of genes involved in metabolism, detoxification, innate immunity, and reproduction (Xu et al., 2011). Molecular clocks in the brain and fat body have different effects on metabolism, suggesting that clocks in these two tissues complement each other to maintain metabolic homeostasis (Xu et al., 2008). Such homeostasis requires interaction between organismal clocks, but how this occurs, for example whether neuronal clocks regulate fat body clocks, as they do for some other tissue-specific clocks, is not known. In addition, the fat body clock does not regulate all circadian fat body transcripts. 40% of rhythmically expressed fat body transcripts are unperturbed by the absence of a functional fat body clock (Xu et al., 2011), suggesting these genes are controlled by rhythmic external factors, which could include light, food, and/or signals from clocks in other tissues (Wijnen et al., 2006). Likewise in the mammalian liver, where circadian gene regulation has been well-studied, cyclic expression of many genes persists when the liver clock is ablated (Kornmann et al., 2007a). Brain specific rescue of clock function in *Clock^Δ19^* animals partially restored liver gene expression rhythms (~40%), albeit with compromised amplitude (Hughes et al., 2012). The specific signals that mediate this rescue, however, were not identified, although systemic signals that regulate peripheral clocks have been identified (Cailotto et al., 2009; Kornmann et al., 2007a; Reddy et al., 2007; Oishi et al., 2005).

The relative simplicity of fly neuroanatomy and physiology, the vast array of genetic tools, and the conservation of molecular mechanisms with mammals make the fly an ideal organism to dissect complex interactions between physiological systems. In this study, we found that neural clocks regulate circadian gene expression in the fly fat body, a peripheral metabolic tissue. We demonstrate that cycling of the core clock gene, *period (per*), requires PDF-expressing cells in constant darkness. Interestingly, however, clocks in the NPF-expressing subset of LN_d_s, as well as NPF itself, are important for driving rhythmic expression of specific cytochrome P450 genes that cycle independently of the fat body clock. Lastly, we show that Npy, the mouse homolog of NPF, regulates transcriptional circadian output in the mouse liver. Microarray analyses reveal that Npy contributes to the rhythmic expression of hundreds of transcripts in the liver, including a subset of cytochrome P450 genes. In summary, we identified a conserved role for NPF/Npy neuropeptides in the circadian system in coupling neuronal clocks to transcriptional output in peripheral tissues in flies and mice.

## Results

### The central clock regulates the fat body clock in constant darkness

While some peripheral clocks in *Drosophila* are completely autonomous, e.g. malphigian tubules (Hege et al., 1997), others rely upon cell-extrinsic factors, in particular the clock in the brain. For example, PDF-positive LNvs are required for rhythmic expression of clock components in the prothoracic gland, a peripheral tissue that gates rhythmic eclosion (Myers et al., 2003). In addition, PDF released by neurons in the abdominal ganglion is necessary to set the phase of the clock in oenocytes (Krupp et al., 2013), which regulate sex pheromone production and mating behavior (Krupp et al., 2008). We investigated whether clocks in PDF-positive LNvs were necessary for clock function in the abdominal fat body. The molecular clock in *Drosophila* consists of an autoregulatory loop in which the transcription factors, CLOCK (CLK) and CYCLE (CYC), activate expression of the genes *period (per)* and *timeless (tim)* and PER and TIM proteins feedback to inhibit the activity of CLK-CYC (Zheng and Sehgal, 2012). To disrupt the molecular clock exclusively in PDF-positive cells, we used the GAL4/UAS system to express a dominant-negative version of the CLK transcription factor, CLKΔ. CLKΔ lacks regions of its DNA-binding domain, preventing it from binding DNA and activating transcription of genes, including components of the molecular clock. However, CLKΔ can still heterodimerize with its partner, CYC, through its protein interaction domain (Tanoue et al., 2004). Behavioral assays of *Pdf*-GAL4/UAS-CLKΔ flies showed that a majority of the flies had arrhythmic locomotor activity in constant darkness (DD) (Figure 1A and Table 1), confirming that CLKΔ expression in the LNvs disrupts circadian rhythms.

**Figure 1.**
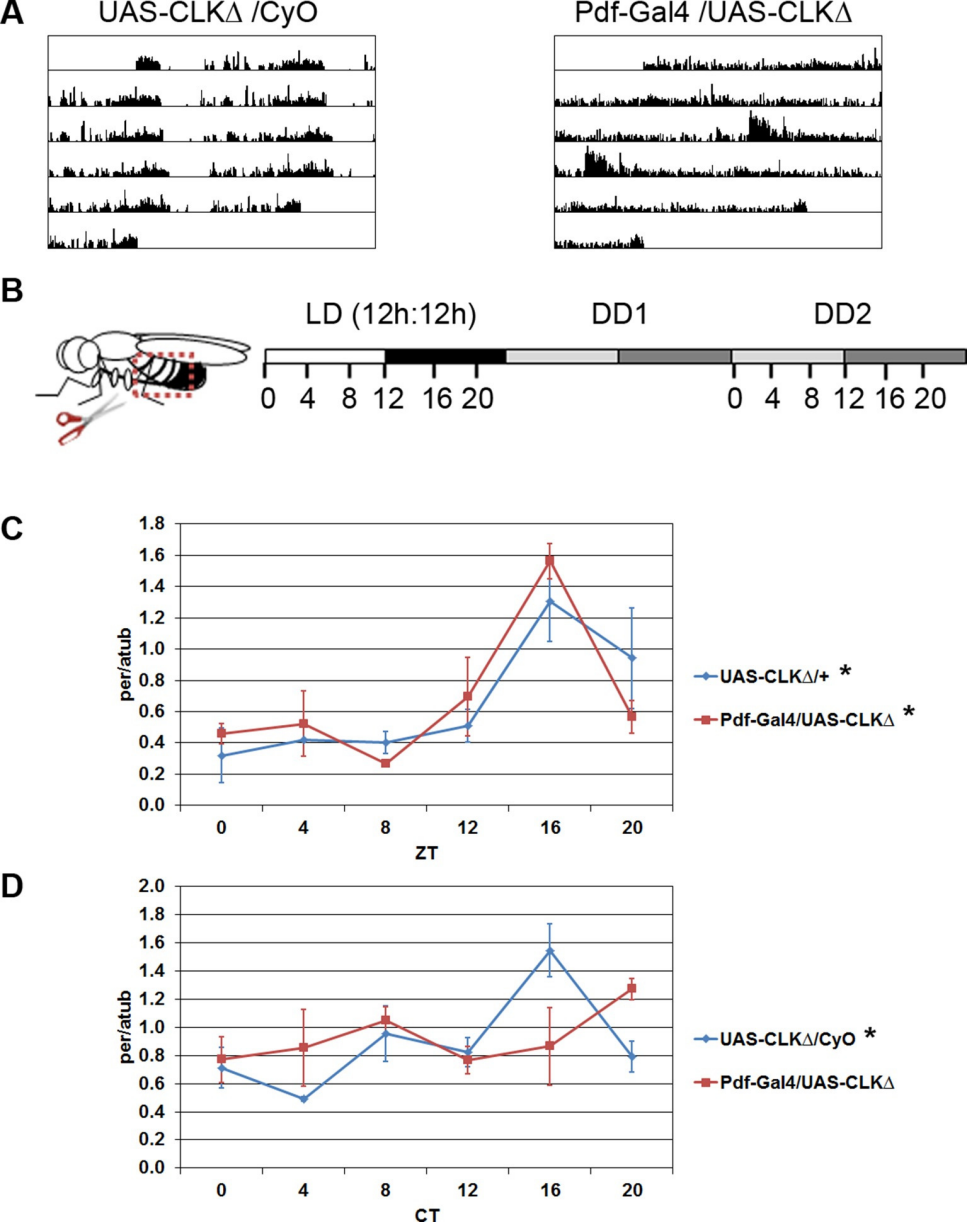
Oscillations of *per* in the fat body require an intact central clock in the absence of external cues. (**A**) Representative double-plotted activity records of individual control UAS-CLKΔ/CyO (left) and *Pdf*-GAL4/UAS-CLKΔ (right) flies over the course of 5 days in constant darkness. (**B**) Schematic of experimental design. Male flies, aged 7–10 days, were entrained for several days in 12 hr light: 12 hr dark cycles (LD). Male flies were dissected to obtain abdominal fat bodies (dotted red box) either on the last day in LD or on the second day of constant darkness (DD2). Graphs depict mRNA levels, normalized to α−tubulin (atub), over the course of the day in the presence of light (LD; Zeitgeber Time, ZT) or in constant darkness (DD2; Circadian Time, CT). Ablating the central clock (*Pdf*-GAL4/UAS-CLKΔ) (red line) does not affect *per* rhythms in LD (**C**) but abolishes *per* rhythms in DD2 compared to controls (blue line) (**D**). Each experiment was repeated independently three times. The average value for each timepoint is plotted with error bars denoting the standard error of the mean (SEM). Significant rhythmicity was determined using JTK_cycle. Asterisk (*) adjacent to genotype label indicates JTK_cycle p value <0.05. See Table 3 for JTK cycle values. **DOI:** http://dx.doi.org/10.7554/eLife.13552.003 10.7554/eLife.13552.004Figure 1—source data 1.Data for behavioral analysis and for qPCR analysis of *per* in Pdf-GAL4/UAS-CLKΔ flies.**DOI:** http://dx.doi.org/10.7554/eLife.13552.004

**Table 1.** Free-running rest:activity rhythms. Clock ablation in *Pdf* neurons (*Pdf*-GAL4/UAS-CLKΔ) or in LNd neurons (*Dvpdf*-GAL4/UAS-CLKΔ; *pdf*-GAL80/+) disrupts free-running behavioral rhythms in flies. Flies with clock ablation in *Npf* neurons (*Npf*-GAL4/UAS-CLKΔ) and *npfr* mutants have normal free-running rhythms. **DOI:** http://dx.doi.org/10.7554/eLife.13552.005 10.7554/eLife.13552.006Table 1—source data 1.Data for circadian analysis of fly behavior in constant darkness.**DOI:** http://dx.doi.org/10.7554/eLife.13552.006

Genotype	n	% Rhythmic	Period (hr)	FFT
*Pdf*-GAL4/UAS-CLKΔ	39	36	23.51	0.04
UAS- CLKΔ/CyO	48	90	23.71	0.06
*Npf*-GAL4/UAS-CLKΔ	62	98	24.01	0.06
UAS-CLKΔ/+	58	100	23.70	0.05
*npfr*	39	95	23.66	0.05
*npf*/+	46	100	23.44	0.11
*Dvpdf*-GAL4/UAS-CLKΔ; *pdf*-GAL80/+	63	68	25.51	0.06
UAS-CLKΔ/+	63	100	23.91	0.08

To assess functionality of the molecular clock in fat body tissue, we measured transcript levels of the core clock gene *per* in abdominal fat bodies over the course of the day (Figure 1B). We found that circadian expression of *per* in the fat body was not altered in flies with a disrupted central clock (*Pdf*-GAL4/UAS-CLKΔ) under a 12 hr light: 12 hr dark (LD) cycle (Figure 1C). Unlike mammals, peripheral clocks in *Drosophila* can detect light, which acts as the dominant entrainment signal (Plautz et al., 1997; Oishi et al., 2004). Therefore, under LD conditions, light may directly synchronize oscillations in *per* transcript levels in fat body cells, masking the effects of ablating the central clock. Consequently, we evaluated *per* rhythms in the absence of light. Since rhythmic gene expression dampens under constant conditions and is undetectable in the fat body by the sixth day of DD (Xu et al., 2011), we tested rhythmic expression of *per* on the second day in DD (DD2). *per* levels were rhythmic in the fat body of control flies on DD2. In contrast, flies expressing CLKΔ in the LNvs showed an apparent lack of *per* rhythms in the fat body (Figure 1D; see Discussion). This suggests that the clock in PDF-positive LNvs influences the peripheral fat body clock in the absence of external environmental cues.

### Rhythmic expression of fat body transcripts that cycle independently of the local tissue clock requires organismal circadian function

The fat body clock regulates roughly 60% of circadian genes in the fat body; the mechanisms that drive daily cycling of the other 40% of circadian genes in this tissue are unknown (Xu et al., 2011). Several potential mechanisms could explain rhythmic gene expression in the absence of the local tissue-specific clock, for example, light, nutrients, or clocks located in other tissues. As noted above, many tissues in *Drosophila* have photoreceptors. Therefore, in addition to entraining clocks to the external environment, LD cycles can drive rhythmic transcription via clock-independent pathways (Wijnen et al., 2006). LD cycles can even drive a rhythm of feeding (Xu et al., 2008), which could lead to cyclic expression of metabolic genes. Nutrients are known to be strong entrainment signals in peripheral tissues; in fact, rhythmic or restricted feeding, even in the absence of a clock, can drive cyclic expression of several fat body genes (Xu et al., 2011). Another possibility is that rhythmic expression of specific fat body transcripts requires a clock in another tissue.

To differentiate between light, nutrient, and clock control, we measured daily expression of genes that cycle independently of the fat body clock in *Clk^jrk^* mutants. *Clk^jrk ^*mutants lack functional clocks in all tissues due to a premature stop codon that eliminates the CLK activation domain (Allada et al., 1998). Although *Clk^jrk ^*mutants cannot sustain feeding rhythms under constant conditions, LD cycles can drive feeding rhythms in *Clk^jrk^* flies albeit with a delayed phase relative to wild type flies (Xu et al., 2008). We predicted that transcripts driven by light, or even nutrient intake driven by light, would oscillate in *Clk^jrk ^*mutants in LD with the same or altered phase, while clock-dependent transcripts would not oscillate at all. The genes we tested were selected based on the robustness of their rhythms in the absence of the fat body clock (Xu et al., 2011). We found that none of these genes displayed circadian rhythms in *Clk^jrk^* mutants, suggesting that although these genes do not require an intact fat body clock, they do require an intact clock in some other tissue (Figure 2). In addition to the loss of rhythmic expression in *Clk^jrk^* mutants, there were also differences in baseline expression levels. Rhythmic gene expression of *sex-specific enzyme 2 (sxe2*), a lipase and *CG17562*, an oxidoreductase was eliminated in *Clk^jrk^* mutants to produce an intermediate level of gene expression throughout the day (Figure 2A–B). In contrast, rhythmic expression as well as overall levels of *sex-specific enzyme 1 (sxe1*), a cytochrome P450, and *CG14934*, a purported glucosidase involved in glycogen breakdown, were greatly reduced in *Clk^jrk^* mutants (Figure 2C–D).

**Figure 2.**
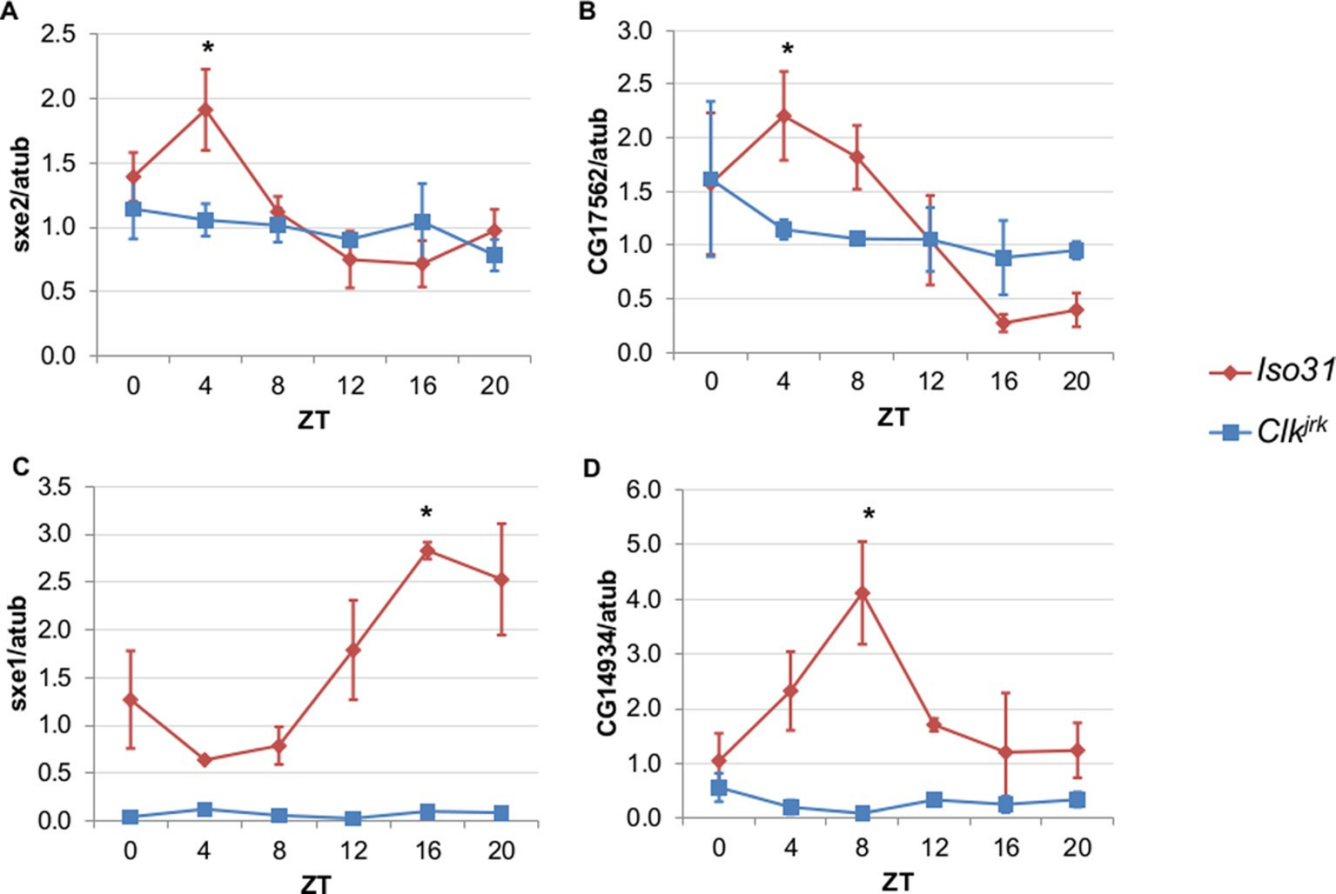
Rhythmic expression of genes that cycle independently of the fat body clock requires clocks in other tissues. Daily oscillations of several fat body clock-independent genes were tested in male mutants lacking functional clocks in all tissues, *Clk^jrk^* mutants, in LD. Rhythmicity of *sxe2* (**A**), *CG17562* (**B**), *sxe1* (**C**), and *CG14934* (**D**) is abolished in *Clk^jrk^*mutants but is intact in Iso31 wild type controls. All genes were normalized to α−tubulin (atub) levels. Each experiment was repeated independently three times. The average value for each timepoint is plotted with error bars denoting SEM. JTK_cycle p value <0.05 is indicated by an asterisk (*) at the time of peak expression. See Table 3 for JTK_cycle p values. ZT- Zeitgeber Time. **DOI:** http://dx.doi.org/10.7554/eLife.13552.007 10.7554/eLife.13552.008Figure 2—source data 1.Data for qPCR analysis of fat body clock-independent genes in Clk^jrk^ mutants.**DOI:** http://dx.doi.org/10.7554/eLife.13552.008

### Clocks in NPF-positive neurons drive daily oscillations in expression of fat body transcripts

Having established that circadian expression of genes cycling independently of the fat body clock requires an intact molecular clock elsewhere in the organism, we sought to identity the specific clock population involved. We chose to focus on the regulation of *sxe1* because it has the most robust cycling profile of all the rhythmic fat body clock-independent genes. *sxe1* was named on the basis of its regulation by the sex determination pathway in fly heads and is enriched in the non-neuronal fat body tissue of males (Fujii and Amrein, 2002). Early microarray studies looking for cycling transcripts in *Drosophila* heads also indicated that *sxe1* is regulated by the circadian system (Claridge-Chang et al., 2001; McDonald and Rosbash, 2001; Ceriani et al., 2002). However, the nature and function of the circadian control of *sxe1* are unclear. *sxe1* is implicated in xenobiotic detoxification and male courtship behavior (Fujii et al., 2008) and may confer cyclic regulation to either or both of these processes.

Rhythms of *sxe1* expression are abolished in *Clk^jrk^* mutants in LD, and so we evaluated *sxe1* regulation by other clocks in the presence of light cycles rather than under constant darkness (Figure 2C). Our initial discovery that PDF neurons regulate the fat body clock in constant darkness led us to hypothesize that these neurons may also regulate fat body clock-independent genes. Abolishing the clock in PDF cells by expressing CLKΔ under *Pdf-*GAL4, slightly decreased *sxe1* transcript levels in the abdominal fat body, but did not abolish rhythmic expression (Figure 3A). This suggests that although the PDF neurons regulate the fat body clock, these neurons are not the primary drivers of rhythmic *sxe1* expression.

**Figure 3.**
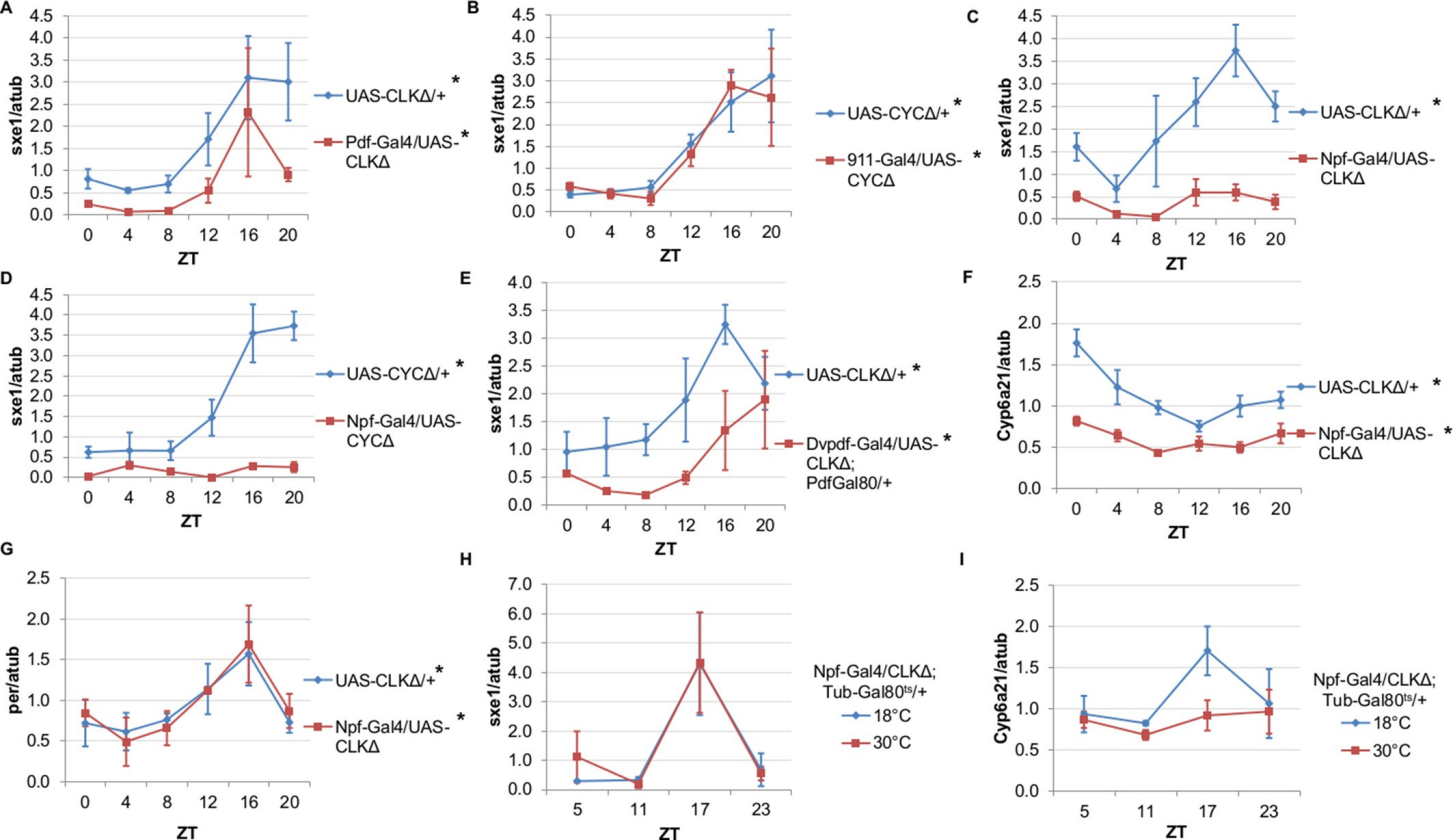
NPF-expressing clock neurons regulate rhythmic expression of fat body genes, *sxe1* and *Cyp6a21*. (**A**, **B**) Ablating the molecular clock by expressing CLKΔ or CYCΔ in either the LNvs (*Pdf*-GAL4) (**A**) or DN1s (911-GAL4) (**B**) does not eliminate rhythmic *sxe1* expression in the fat body. (**C**, **D**) Expressing CLKΔ (**C**) or CYCΔ (**D**) using *Npf*-GAL4 abolishes rhythmic *sxe1* expression in the fat body. (**E**) Expressing CLKΔ in a subset of LNds (*Dvpdf*-GAL4;*Pdf*-GAL80) also does not eliminate cycling but reduces *sxe1* expression in the fat body. (**F**) *Npf*-GAL4>UAS-CLKΔ abolishes rhythmic *Cyp6a21* expression in the fat body. (**G**) *per* expression is rhythmic in flies expressing UAS-CLKΔ under *Npf*-GAL4. (**H, I**) CLKΔ expression in NPF cells is restricted to adulthood using *Tub*-GAL80^ts^. (**H**) *sxe1* expression is not affected with adult-specific clock ablation in NPF cells. (**I**) Rhythmic *Cyp6a21* expression is affected in the fat body when *Npf*-GAL4>UAS-CLKΔ expression is induced in adult at 30°C. Each experiment was repeated independently at least twice. The average value for each timepoint is plotted with error bars denoting SEM. JTK_cycle p value <0.05 is indicated by an asterisk (*) next to the genotype label. See Table 3 for JTK_cycle p values. ZT- Zeitgeber Time. **DOI:** http://dx.doi.org/10.7554/eLife.13552.009 10.7554/eLife.13552.010Figure 3—source data 1.Data for qPCR analysis of fat body clock-independent genes and clock genes in flies with ablated clock neurons.**DOI:** http://dx.doi.org/10.7554/eLife.13552.010

DN1 and LN_d_ clusters have been implicated in the regulation of circadian behavior (Zhang et al., 2010; Zhang et al., 2010; Stoleru et al., 2004; Grima et al., 2004). In fact, DN1s were recently shown to be part of an output circuit regulating rest:activity rhythms (Cavanaugh et al., 2014), and clocks in the DN1s are known to mediate other circadian behaviors, such as aspects of the male sex drive rhythm (Fujii and Amrein 2010). However, aside from behavioral rhythms, little is known about the functional significance of the DN1 and LN_d_ clusters in regulating circadian outputs. We investigated whether rhythmic *sxe1* expression requires clocks in the DN1 cluster by using the 911-GAL4 driver to target the DN1s (Cavanaugh et al., 2014). Since expressing CLKΔ in the DN1s was lethal, we expressed dominant negative CYCLE, CYCΔ, in the DN1s and found the manipulation did not alter *sxe1* rhythms or expression levels in the fat body (Figure 3B).

The six LN_d_s express NPF (neuropeptide F), sNPF (short neuropeptide F), and ITP (ion transport peptide) in different cells, with some overlap (Muraro et al., 2013). In adult males, NPF is expressed in 3 out of 6 LN_d_s, as well as a subset of the LNvs and some non-clock neurons in the brain (Lee et al., 2006; Hermann et al., 2012). NPF is also expressed in endocrine cells in the midgut, although the role of NPF in these cells is not known (Brown et al., 1999). We first used *Npf-*GAL4 to target the LN_d_s. Interestingly, we found that expressing CLKΔ under *Npf*-GAL4 severely disrupted expression of *sxe1* (Figure 3C). This effect was not specific to the CLKΔ transgene, because *sxe1* expression was also abolished using CYCΔ to disrupt clocks in NPF cells (Figure 3D). Since it was possible that expression of CLKΔ or CYCΔ in non-clock NPF cells was disrupting *sxe1* expression, we sought other ways to ablate the clock in LN_d_ neurons. A subset of the LN_d_ cluster can also be targeted with the *Dvpdf*-GAL4 driver in combination with *pdf*-GAL80 (Guo et al., 2014). Expressing CLKΔ under *Dvpdf*-GAL4;*pdf*-GAL80 reduced *sxe1* levels throughout most of the day, particularly at ZT16, the time of peak *sxe1* expression (Figure 3E). The manipulation did not completely abolish rhythmic expression of *sxe1,* presumably because the *Dvpdf-*GAL4 driver does not target all the NPF clock neurons.

We also assessed the circadian expression profile of another fat body clock-independent cytochrome P450 gene, *Cyp6a21*. Fat body expression of *Cyp6a21* robustly cycles in wild type flies but rhythmic expression was dampened in *Npf-*GAL4/UAS-CLKΔ flies, with a relatively small reduction in its overall expression level (Figure 3F). This suggests that clocks in NPF-positive neurons have a broader role in regulating the expression of cytochrome P450 genes in the fat body. Furthermore, ablating clocks in NPF-positive cells did not alter rhythmic expression of *per*, indicating that while rhythmic transcriptional output was impaired, the fat body clock remained intact (Figure 3G). Together, these data suggest that a subset of LN_d_s expressing NPF drive rhythmic expression of specific fat body genes.

Next we tested whether overexpressing CLKΔ in NPF-positive neurons in adulthood is sufficient to alter circadian gene expression in the fat body. To limit the expression of CLKΔ to adulthood, we used flies with a tubulin-GAL80^ts^ transgene (*tub*-GAL80^ts^) in addition to *Npf*-GAL4 and CLKΔ transgenes. Tub-GAL80^ts^ ubiquitously expresses a temperature-sensitive GAL80 protein, which represses GAL4 activity at the permissive temperature of 18°C (McGuire et al., 2003). All *Npf-*GAL4/UAS-CLKΔ; *tub*-GAL80^ts^/+ flies were raised at 18°C and upon reaching adulthood, control flies were kept at 18°C, while experimental flies were shifted to the restrictive temperature (30°C) to induce CLKΔ expression. We found that after shifting flies to 30°C, expression of *sxe1* remained rhythmic and similar to 18°C controls, suggesting adult-specific clock ablation in NPF-positive neurons is either incomplete or insufficient to affect *sxe1* rhythms (Figure 3H). However, this manipulation had a different effect on cyclic expression of *Cyp6a21*. Robust cycling of *Cyp6a21* cycling was maintained in control flies kept at the permissive temperature, although the phase was shifted, perhaps due to the different temperature (18°C) required for this assay. Importantly though, rhythmic expression of *Cyp6a21* was dampened by adult-specific clock ablation in LN_d_ neurons (Figure 3I). Together these data indicate that clocks in NPF-expressing neurons have differential effects on the expression of cycling fat body genes.

### NPF-NPF receptor axis regulates rhythmic expression of *sxe1* and *Cyp6a21*

After identifying NPF-positive clock neurons as relevant for rhythmic gene expression in the fat body, we reasoned NPF itself might act as a circadian signal. Indeed, NPF was reported to cycle in a subset of NPF-positive neurons, including LN_d_s and LNvs (He et al., 2013a). NPF regulates a variety of behavioral processes in *Drosophila* including feeding (Wu et al., 2003; 2005; Lingo et al., 2007; Itskov and Ribeiro, 2013), courtship (Kim et al., 2013), aggression (Dierick and Greenspan, 2007), and sleep (He et al., 2013b). Therefore, we asked if molecular clocks in NPF-positive neurons mediate free-running behavioral rhythms. We found that flies expressing CLKΔ with *Npf*-GAL4 as well as flies carrying a null mutation in *nfpr*, the gene encoding the receptor for NPF, display normal rhythms of rest:activity (Table 1). In contrast, *Dvpdf*-GAL4;*pdf*-GAL80 driving UAS-CLKΔ increased the number of arrhythmic flies and slightly lengthened the period of rhythmic flies, further indicating that *Dvpdf*-GAL4;*pdf*-GAL80 and *Npf*-GAL4 do not represent the exact same population of LN_d_s (Table 1). These data suggest that NPF plays at best a minor role in regulating rhythmic locomotor behavior. However, NPF might play a role in other aspects of circadian rhythms, such as circadian control of energy homeostasis.

To determine whether NPF drives rhythmic *sxe1* expression in the fat body, we began by knocking down *npf* in all NPF-positive cells with RNA interference (RNAi), as *npf* mutants are not available. Driving UAS-*npf* RNAi under *Npf*-GAL4 resulted in dampened but still rhythmic *sxe1* expression (Figure 4A). Although this manipulation vastly reduced *npf* levels in fly heads (Figure 4B), it is possible that very small amounts of NPF can drive some level of cycling; alternatively, knockdown efficiency may have been limited in the NPF-positive clock cells. Thus we tested the null mutant of the sole NPF receptor in *Drosophila, npfr* (Garczynski et al., 2002). Our results show *sxe1* levels do not cycle and are dramatically reduced in *npfr* mutants, which phenocopies the daily *sxe1* expression profile of flies expressing either CLKΔ or CYCΔ under *Npf*-GAL4 (Figure 4C). Rhythmic expression of *Cyp6a21* was also lost in the fat body of *npfr* mutants (Figure 4D). We speculate that expressing CLKΔ under *Npf*-GAL4 alters the circadian production or release of NPF. Indeed, mRNA analysis of *Npf*-GAL4/UAS-CLKΔ heads showed that *npf* levels were reduced compared to controls (Figure 4E) while cyclic *per* expression, which arises from clock function in many different cells, was unaffected (Figure 4F). This result is consistent with reports of loss of NPF expression in LN_d_s of *Clk^jrk^* brains (Lee et al., 2006). Taken together, these data suggest circadian clocks in NPF-positive cells regulate NPF expression to subsequently drive *sxe1* and *Cyp6a21* rhythms in the fat body.

**Figure 4.**
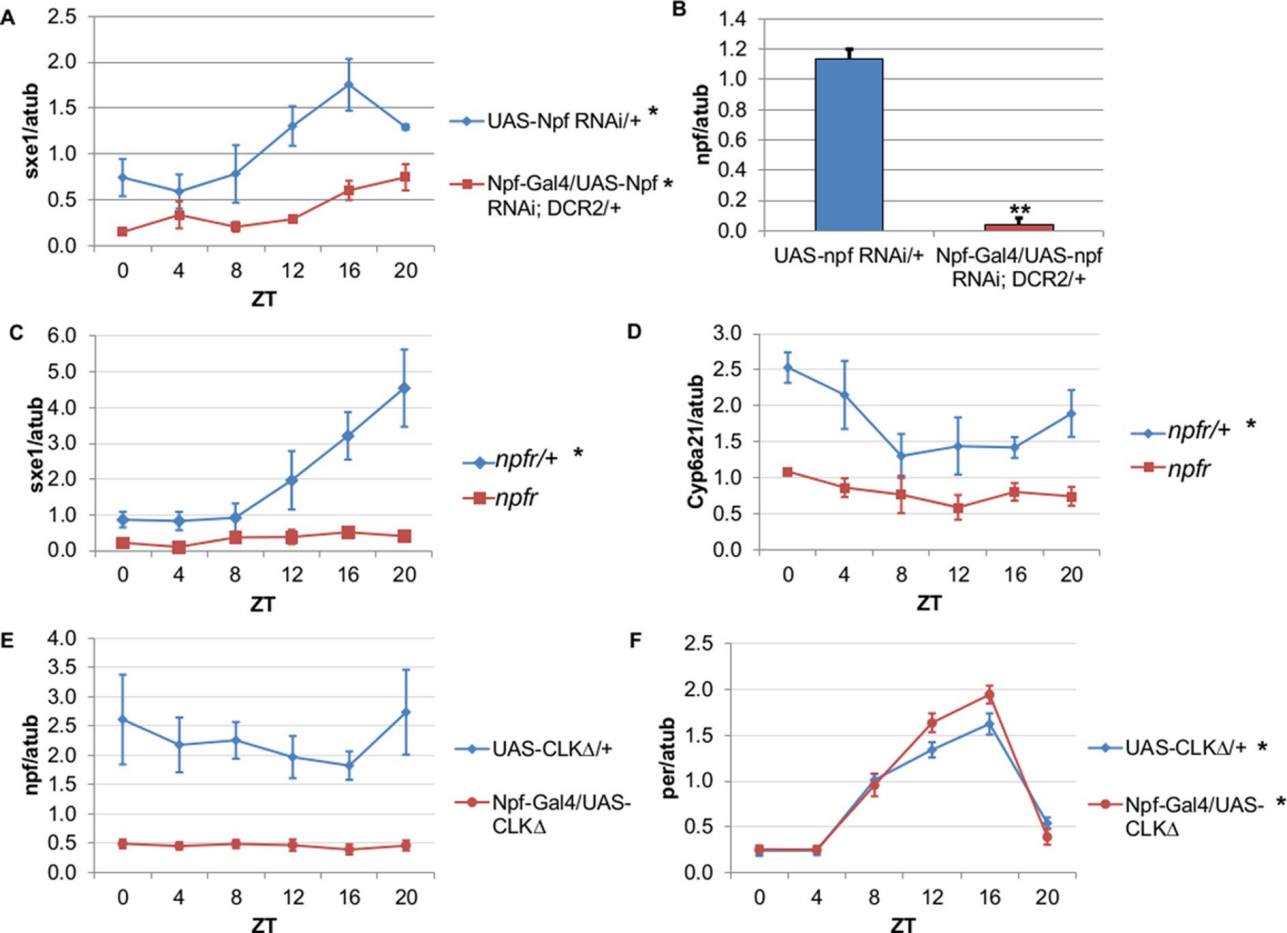
NPF is a critical circadian signal for *sxe1* and *Cyp6a21* rhythms in the fat body. (**A**) Knockdown of *npf* in all NPF-positive cells does not eliminate rhythmicity but reduces expression of *sxe1* in the fat body at all times. (**B**) Analysis of *npf* knockdown efficiency in heads of *Npf*-GAL4/UAS-*npf* RNAi; DCR2 (UAS-Dicer2) flies showed a significant reduction in *npf* levels by Student’s t-test (**p<0.001). (**C**, **D**) *sxe1* and *Cyp6a21* expression in the fat body are reduced and do not cycle in homozygous *npfr* mutants compared to heterozygous controls. (**E**) *npf* levels in the heads of *Npf*-GAL4/UAS-CLKΔ are reduced compared to controls (UAS-CLKΔ/+). (**F**) Total *per* levels are not altered in the heads of *Npf*-GAL4/UAS-CLKΔ compared to controls. Each experiment was repeated independently three times except for (**B**) which n=6 for each genotype. The average value ± SEM for each timepoint is plotted. JTK_cycle p value <0.05 is indicated by an asterisk (*) next to the genotype label. See Table 3 for JTK_cycle p values. ZT- Zeitgeber Time. **DOI:** http://dx.doi.org/10.7554/eLife.13552.011 10.7554/eLife.13552.012Figure 4—source data 1.Data for qPCR analysis of fat body clock-independent genes and clock genes in flies with perturbed NPF signaling.**DOI:** http://dx.doi.org/10.7554/eLife.13552.012

### Npy regulates circadian expression of cytochrome P450 genes in the mammalian liver

In mammals, liver-specific circadian clocks play an important role in liver physiology via contributions to glucose homeostasis and xenobiotic clearance (Gachon et al., 2006; Lamia et al., 2008). Liver clock ablation in mice resembles fat body clock ablation in flies; in particular, ablating liver clocks eliminates rhythmic expression of most, but not all, circadian liver transcripts (Kornmann et al., 2007a). Furthermore, rescuing clock function specifically in the brains of *Clock^Δ19^* mutant mice restores rhythmic expression of roughly 40% of circadian liver transcripts (Hughes et al., 2012). These data suggest that some circadian transcripts in the liver are driven by systemic signals, perhaps emanating from the master pacemaker in the suprachiasmatic nuclei (SCN) of the hypothalamus (Mohawk et al., 2012).

Since we identified NPF in the regulation of circadian gene expression in the fly fat body, we reasoned that the mammalian homolog, Npy, might regulate circadian gene expression in the liver. Thus, we isolated RNA from the livers of male *Npy* knockout (*Npy* KO) mutant mice and wild type controls over the course of an entire day. Although there is no direct mammalian homologue of *sxe1*, we noticed that a similar P450 enzyme involved in xenobiotic detoxification, *Cyp2b10*, also continues to cycle in animals lacking functional liver clocks (Kornmann et al., 2007a). We measured *Cyp2b10* levels in *Npy* KO and wild type mice and found that *Cyp2b10* transcript levels did not display a circadian rhythm in *Npy* KOs (Figure 5A). However, circadian expression of the core clock gene *Rev-erb alpha* was unaffected in the livers of *Npy* KOs confirming that the liver clock is still intact (Figure 5B). We wondered whether other enzymes involved in xenobiotic detoxification are also regulated by Npy. *Aminolevulinic acid synthase 1 (Alas1*), is required for P450 synthesis (Furuyama et al., 2007) and was also reported to cycle in the absence of the liver clock (Kornmann et al., 2007a). Unlike *Cyp2b10*, circadian expression of *Alas1* was unaffected in *Npy* KOs, suggesting that NPY does not regulate global rhythmic detoxification in the liver (Figure 5C).

**Figure 5.**
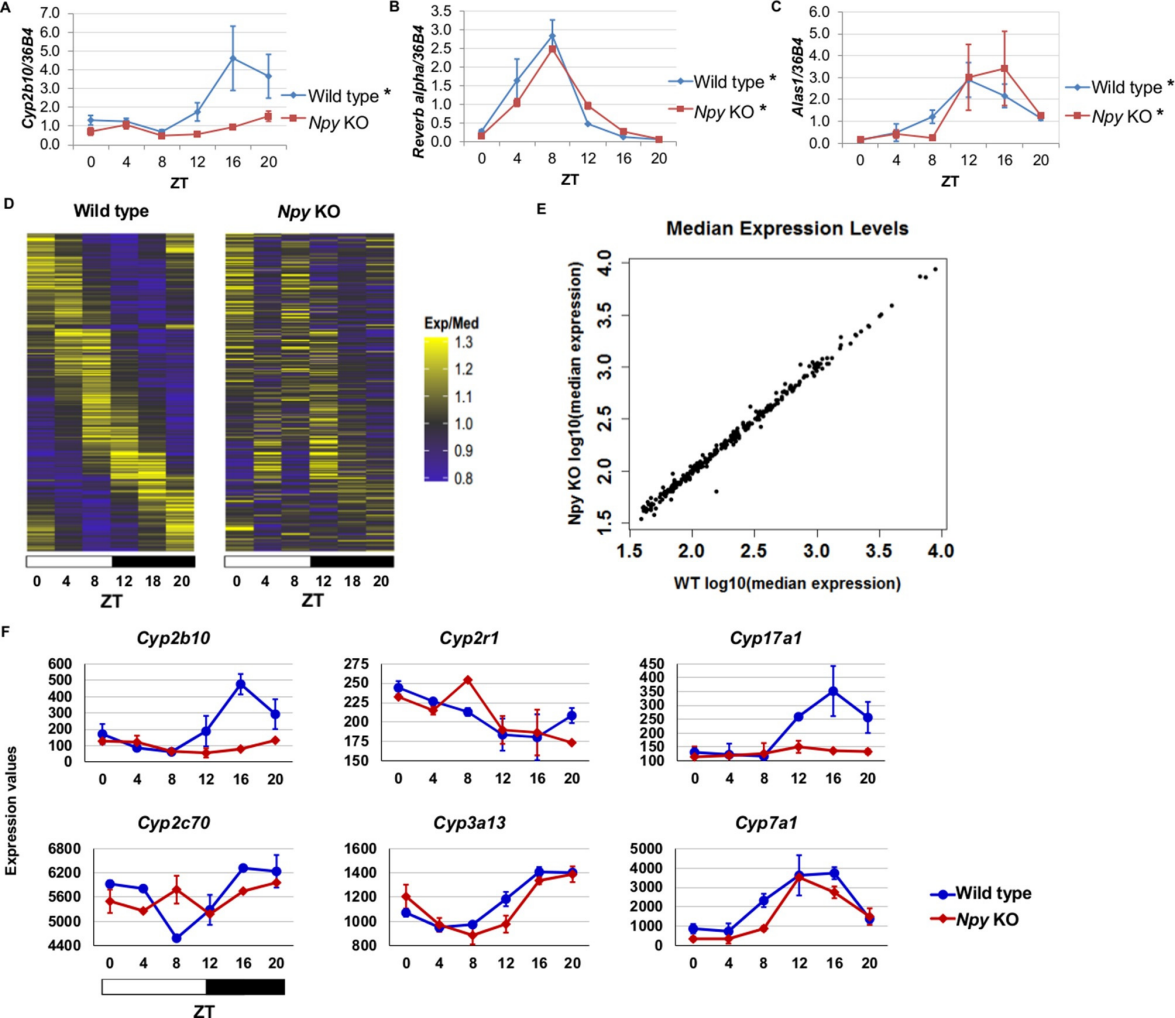
Npy regulates circadian expression of cytochrome P450 genes in the murine liver. (**A–C**) Quantitative PCR analysis in murine livers. Daily oscillations of *Cyp2b10* expression (**A**) are abolished in *Npy* KOs compared to their background controls (wild type), while oscillations of the circadian gene, *Reverb alpha* (**B**), are unaffected. (**C**) Levels of another liver clock-independent gene, *Alas1,* are similar in wild type and *Npy* KO, suggesting Npy does not regulate its rhythmicity. For qPCR data, *n*=3–4 mice for each genotype and time point. Transcript levels were normalized to the housekeeping gene *36B4*. (**D–F**) Microarray analysis was used to detect transcript expression in livers of *Npy* KO and their background controls collected over the course of 24 hr in LD. (**D**) The heatmap includes transcripts that oscillate in wild type but not in *Npy* KO liver. Data represent the average transcript abundance from *n*=2 samples for each genotype and timepoint. Here, the MetaCycle *p-*value cutoff of p<0.01 was used to identify cyclic transcripts; p>0.8 was considered not cyclic. (**E**) The median expression values of the wild type-only cyclic transcripts are not different between *Npy* KO and wild type. (**F**) Daily expression values of cytochrome P450 genes from microarrays. Cytochrome P450 genes *Cyp2b10, Cyp2r1, Cyp17a1,* and *Cyp2c70* are cylic in wild type liver but are not cyclic in *Npy* KO liver. *Cyp3a13* and *Cyp7a1* cycle robustly in both wild type and *Npy* KO. Graphs show average ± SEM. ZT- Zeitgeber Time. **DOI:** http://dx.doi.org/10.7554/eLife.13552.013 10.7554/eLife.13552.014Figure 5—source data 1.Data for qPCR and microarray analysis in wild type and *Npy* knockout mouse liver.**DOI:** http://dx.doi.org/10.7554/eLife.13552.014

**Figure 5—figure supplement 1.**
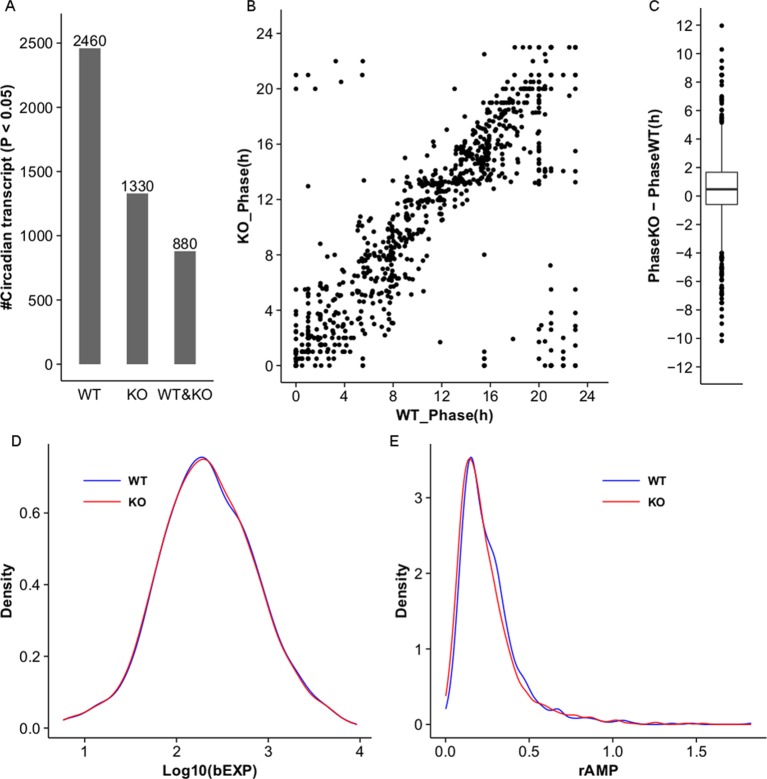
MetaCycle analysis of cycling liver transcripts in wild type and *NPY* KO. (**A**) Microarray analysis detects 2460 and 1330 cycling transcripts (MetaCycle p<0.05) in WT and *Npy* KO liver datasets respectively. 880 cycling transcripts are common between the two datasets. (**B**,**C**) Scatter plot and box plot graph the phase in *Npy* KO relative to WT for the 880 genes with cycling expression patterns in both datasets. In general, the phase in *Npy* KO is delayed compared to that in WT. (**D**) Density plot graphs the distribution of baseline expression levels, bEXP (see Materials and methods), for the 880 cycling transcripts in WT and KO datasets. X-axis graphs the log base 10 of bEXP value. (**E**) Density plot graphs the distribution of relative amplitudes, rAMP (see Materials and methods), for the 880 cycling transcripts in WT and KO datasets. **DOI:** http://dx.doi.org/10.7554/eLife.13552.015

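At p under 0.05, 1842 of the 16315 genes cycled in wild type and 1103 in Npy KO. Strongly cycling genes in both genotypes were Arntl, the activator of the core clock (p = 4.79e-04 in wild type and 2.35e-05 in Npy KO, n = 12 arrays each), Dbp, a clock output transcription factor (4.15e-05 and 0.00146), and Usp2, a deubiquitinating enzyme (7.70e-05 and 1.39e-04). Abcg8, a subunit of the hepatic sterol exporter, had one of the strongest rhythms in wild type (1.05e-06) and p = 0.0343 in Npy KO (n = 12). The genotypes shared 501 cycling genes, where 124.5 would be shared if the lists were independent. After Benjamini-Hochberg adjustment 290 genes in wild type and 41 in Npy KO had p under 0.05. Among the gene groups fixed before the data were examined, 12 of 19 core clock and clock output genes cycled in wild type, 15 in Npy KO and 12 in both. Of 16 genes of the unfolded protein response, 13 cycled in wild type, 11 in Npy KO and 11 in both, and of 17 genes of fatty acid synthesis 8, 5 and 4 did. Of 16 genes of gluconeogenesis and the fasting response 6 cycled in wild type and 2 in Npy KO, and of 11 temperature-responsive genes 6 and 5. The spread between the mice of a ZT was larger in Npy KO, with a median replicate SD of 0.244 log2 against 0.212 in wild type, a ratio of 1.15 (SD over ZT 0.24). The ratio was 1.48 at ZT4 and 1.39 at ZT12, the times of the 2 Npy KO arrays that stood apart, from 0.875 to 1.13 at the other ZT, and 1.01 with ZT4 and ZT12 left out. With these 2 arrays and wild type arrays of the same ZT left out, a choice made after seeing the data like that of leaving out ZT4 and ZT12, 1466 to 1573 genes cycled in wild type and 1120 in Npy KO.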

To determine the extent to which loss of Npy impacts gene expression in the liver, we performed genome-wide expression analysis on wild type control and *Npy* KO livers collected at 4 hr intervals over a day in LD. 

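Liver RNA of 12 wild type and 12 Npy KO male mice was measured on Mouse Gene 2.0 ST arrays, with 2 mice of each genotype at ZT0, 4, 8, 12, 16 and 20. All 24 arrays were used. The authors made the deposited values with the RMA algorithm of the affy package under R 2.14.2, so they are background-corrected, quantile-normalized and on the log2 scale. They are per exon-level probe set, whereas the paper's tables give values per transcript. Of the probe sets, 233753 are listed with 1 gene symbol, 5106 with several and 30892 with none, and those with 1 symbol belong to 23152 genes. A gene's value here is the median over its probe sets with a mean above 39.8 on the linear scale, the paper's expression filter, printed as 101.6, with 1.6 read as an exponent. This left 16315 genes, with a median of 5 probe sets each. Cycling was tested in the 12 arrays of each genotype alone, on linear values, with a re-implementation of MetaCycle that combines JTK_CYCLE and Lomb-Scargle at a period of 24 h by Fisher's method. On the array values printed for 1458 transcripts in Supplementary file 1, it gave a p-value within 1% of the paper's for 87.7% of transcripts in wild type and 92.0% in Npy KO. Differences between the genotypes in mean level and in the 24 h cosinor terms (the rhythm difference) were tested with limma 3.58.1 on the log2 values of all 24 arrays, with Benjamini-Hochberg adjustment over the 16315 genes. Each of the 24 arrays correlated best with its own column of Supplementary file 1, with Pearson's r from 0.861 to 0.932 across 1144 genes, which are not independent replicates. Npy itself had 1 of 4 probe sets above the filter, with a log2 difference of 0.14 (Npy KO minus wild type, standard error 0.11, adjusted p = 0.732 from limma, higher at 5 of 6 ZT). Whether that probe set lies in the deleted part of the gene is not known from the files. The arrays of the Npy KO mouse 1 at ZT4 and the Npy KO mouse 2 at ZT12 stood apart, with median correlations of 0.932 and 0.916 to the other Npy KO arrays and array weights of 0.412 and 0.357 in the cosinor model, against 0.802 to 1.43 for the other arrays. The number of mice, 2 per genotype and ZT, limits the precision of each value.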

Using the newly developed MetaCycle package (see Materials and methods) and a stringent *P-*value cutoff of *p*<0.01 to detect cyclic transcripts, we found that 289 transcripts were cyclic in controls but not in *Npy* KO, indicating that the oscillation of these transcripts is under the regulation of Npy signaling (Figure 5D and Supplementary file 1). Furthermore, the loss of transcript cycling was generally not accompanied by differences in expression levels; in other words, the median transcript abundance in wild type animals correlated with that in *Npy* KO (Figure 5E). 

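The genes with a rhythm in wild type and none called in Npy KO were of many kinds. They included Nucks1, a nuclear DNA-binding protein (p = 2.44e-05 in wild type and 0.824 in Npy KO, n = 12 arrays per genotype), Mrap, an accessory protein of the ACTH receptor (2.92e-05 and 0.803), and Klhl21, an adaptor of a ubiquitin ligase (2.91e-05 and 1.0). March6, a ubiquitin ligase of the endoplasmic reticulum (9.02e-05 and 1.0), Cdk13, a kinase of RNA polymerase (9.32e-05 and 0.997), and Ssr2, a subunit of the translocon-associated complex (1.12e-04 and 0.904), were also among those with the smallest p. In all, 232 genes passed the paper's thresholds of p < 0.01 in wild type and p > 0.8 in Npy KO, and 79 genes passed them with the genotypes exchanged, among them Ccl28 and Cxcl12, which encode chemokines, and Mdk, which encodes the growth factor midkine. In wild type, 79 of the 232 peaked in the first 6 h of the day, then 58, 49 and 46 in the following 6 h windows. Their 6 ZT means in Npy KO correlated with those in wild type with a median r of 0.361 over the genes, which are not independent replicates, and the correlation was positive for 80.6% of them, against a median r of 0.358 and 77.2% for the Npy KO-only genes and a median r of 0.198 for all genes. Of 932 genes with p under 0.01 in wild type, 347 also had p under 0.05 in Npy KO and 353 had a p between 0.05 and 0.8. Of the genes on the paper's own list of 289 transcripts (Figure 5D), 225 with a single symbol were expressed here. Of these, 119 had p under 0.05 in wild type, and 170 had p over 0.8 in Npy KO, where 65.4% of all genes tested had such a p. The wild type-only thresholds were met by 44, an overlap that is no independent test since the list was chosen on the same arrays. In limma's test of the rhythm difference itself, none of the 232 genes passed an adjusted p of 0.05 (lowest 0.971), and 39 had an unadjusted p under 0.05. Of the 225 genes of the paper's list 0 passed and 25 had an unadjusted p under 0.05, while the time by genotype p in the paper's own source data is under 0.05 for 81 of the 289 transcripts, and for 6 after Benjamini-Hochberg adjustment over that list alone. Over all genes 0 passed and 765 had an unadjusted p under 0.05, and a genotype by ZT interaction in limma and an unmoderated two-way model also gave 0. Without the 2 Npy KO arrays that stood apart, a choice made after seeing the data, 150 of the 232 genes had p over 0.8 in Npy KO. With all arrays, 65.4% of all genes tested had such a p, so this is no sign of robustness. With wild type arrays of the same ZT left out too there were 108 to 132 wild type-only and 89 to 93 Npy KO-only genes. From its transcripts that were cyclic in controls but not in Npy KO, the paper concludes that Npy signaling regulates their oscillation.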

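The wild type-only cyclic genes had nearly the same level in both genotypes. Among those with the strongest rhythms, the median intensity was 496 in wild type and 453 in Npy KO for Nucks1, 547 and 513 for Mrap, 1012 and 963 for March6, and 1219 and 1229 for Ssr2. Rdh7, a retinol dehydrogenase and the brightest of the 10 with the smallest p, had 3757 and 3650. Cyp17a1, the steroid 17-hydroxylase, had 283 and 185. Of the 232 genes, 213 (91.8%) had medians within 1.2-fold of each other, compared with 92.3% of all expressed genes, and 2, Cyp17a1 and BC018473, differed by more than 1.5-fold. Snord55, a small nucleolar RNA, was the 1 gene of the 232 that passed limma's level test. BC018473 and Snord55 are named for their values here. The median log2 difference between the medians was -0.034 (Npy KO minus wild type, jackknife error over arrays 0.017), with 141 genes lower and 91 higher in Npy KO and quartiles of -0.11 and 0.05. It was -0.0094 without the 2 Npy KO arrays that stood apart, a choice made after seeing the data. Across the genes, which are not independent replicates, the log10 medians of the genotypes had a Pearson's r of 0.994 and a Spearman's rho of 0.992, while r was 0.994 across all expressed genes as well.

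**Figure D1:**
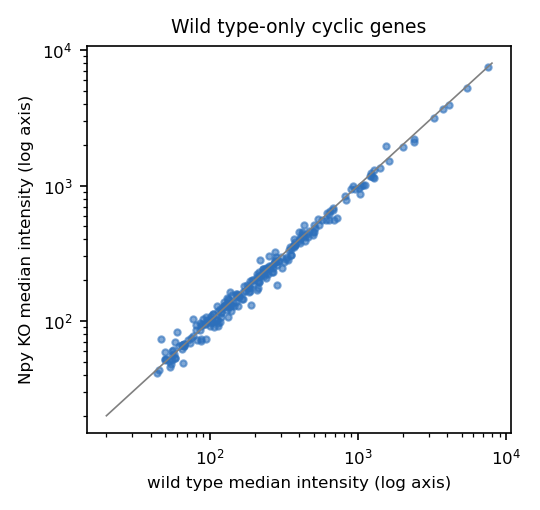
Median intensity of each of the 232 wild type-only cyclic genes over 12 wild type mice (horizontal log axis, linear RMA intensity) and over 12 Npy KO mice (vertical log axis). Each point is a gene and the line marks equal medians. Of the genes, 141 lie below the line and 91 above it.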

Based on our *Drosophila* data and also the fact that Npy regulates *Cyp2b10* expression, we speculated that Npy might have a broader role in regulating cytochrome P450 gene expression. 

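Of 78 expressed cytochrome P450 genes, 9 had p under 0.05 for cycling in wild type and 4 in Npy KO, with 3 in both. Of all 16315 genes tested these numbers were 1842, 1103 and 501. The 3 P450 genes cycling in both were Cyp3a13, a steroid and drug hydroxylase of the CYP3A family, and Cyp7a1 and Cyp8b1, which catalyse steps of bile acid synthesis. The other wild type genes were Cyp17a1 of steroid synthesis, the vitamin D 25-hydroxylase Cyp2r1, Cyp4x1 (p = 0.00200 in wild type and 1.0 in Npy KO, n = 12 arrays each), Cyp4f39 (0.0122 and 0.388), Cyp2a5 of coumarin and nicotine metabolism (0.0200 and 0.158) and Cyp20a1 (0.0473 and 0.293). Cyp2a4, a steroid hydroxylase, had p = 0.00183 in Npy KO and 0.0986 in wild type (n = 12 each). Cyp4x1 and Cyp17a1 were the 2 family members that met the wild type-only thresholds, and no P450 gene met them with the genotypes exchanged. In the limma test of the rhythm difference, 0 of the 78 passed over all genes or adjusted over the list alone, and 5 had an unadjusted p under 0.05. In mean level, 33 were higher and 45 lower in Npy KO, with 0 past the limma test over all genes or adjusted over the list alone. At an unadjusted p under 0.05 in that test were 14 of the 78, against 1568 of all 16315 genes. Camera gave an adjusted p of 0.477 for the family (adjusted p = 0.656 with an estimated correlation).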

We examined the microarray data for cyclic P450 transcripts and found several of these genes were not cyclic in *Npy* KOs. Notably, the microarray data confirmed our qPCR data for *Cyp2b10* and indicated that *Cyp2r1, Cyp17a1*, and *Cyp2c70* transcripts also cycle in wild type but not in *Npy* KO liver. In contrast, *Cyp3a13 and Cyp7a1* transcripts cycle robustly in both genotypes.

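Cyp2b10, which hydroxylates drugs and is induced through the nuclear receptor CAR, was highest in wild type at ZT16, at 816 ± 178 (SD, n = 2), and 116 ± 10.4 (SD, n = 2) at ZT8. In Npy KO it was 131 ± 9.34 (SD, n = 2) at ZT16 and 253 ± 27.8 (SD, n = 2) at ZT20. Cyp17a1 reached 537 ± 169 (SD, n = 2) at ZT16 in wild type and stayed between 164 ± 8.97 and 212 ± 62.6 (SD, n = 2) at every ZT in Npy KO. Cyp2r1 was highest at ZT4 in wild type, at 374 ± 26.0 (SD, n = 2), and at ZT8 in Npy KO, at 363 ± 7.86 (SD, n = 2). Cyp2c70, which makes muricholic acids, ranged in wild type from 4666 ± 135 at ZT8 to 6143 ± 448 at ZT20 (SD, n = 2). For cycling, Cyp2r1 had p = 0.00464 in wild type and 0.385 in Npy KO (n = 12 arrays each), and Cyp17a1 had 0.00925 and 1.0. Cyp2b10 had p = 0.0538 and 0.0850 (n = 12), and was under 0.05 in 1 of 12 removals of a single wild type array and in 2 of 12 removals of a single Npy KO array. Cyp2c70 had p = 0.0558 in wild type (n = 12), under 0.05 in 3 of 12 such removals, and 0.975 in Npy KO. In the limma rhythm difference, the unadjusted p was 0.00856 for Cyp2b10 (size 1.09 log2), 0.0128 for Cyp17a1 (0.72), 0.0291 for Cyp2r1 (0.38) and 0.446 for Cyp2c70 (0.10), and the adjusted p was at least 0.971 for each of them. The mean level of Cyp2b10 was lower in Npy KO at 6 of 6 ZT, with a log2 difference of -0.89 (standard error 0.23, adjusted p = 0.200 from limma), and that of Cyp17a1 at 5 of 6 ZT, with -0.58 (standard error 0.18, adjusted p = 0.305). Adjusted over the list alone, Cyp2b10 was lower among 23 targets of the nuclear receptors CAR and PXR, 15 of which had a lower mean, while 0 passed limma's test over all genes and 3 had an unadjusted p under 0.05.

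**Figure D2:**
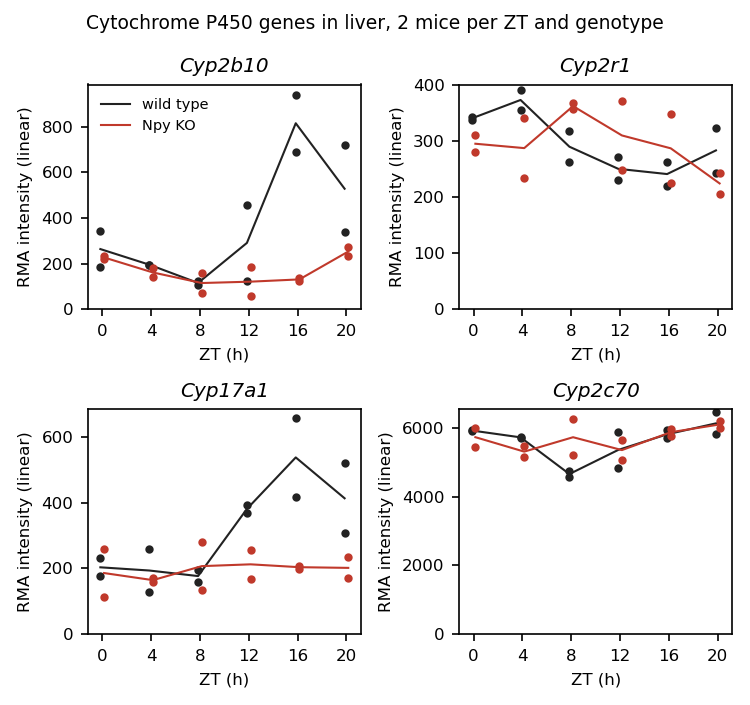
Linear RMA intensity (vertical axis) against ZT in hours (horizontal axis) for Cyp2b10, Cyp2r1, Cyp17a1 and Cyp2c70, with a point for each mouse, 2 per ZT and genotype, and lines through the means. At ZT16 the wild type means of Cyp2b10 and Cyp17a1 are 816 and 537, and the Npy KO means are 131 and 204.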

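Cyp3a13 was highest at ZT20 in both genotypes, at 1496 ± 130 in wild type and 1437 ± 183 in Npy KO (SD, n = 2), and its lowest means were 924 ± 56.0 at ZT8 and 940 ± 11.3 at ZT12 (SD, n = 2). Cyp7a1, the rate-limiting enzyme of bile acid synthesis, rose from 611 ± 419 at ZT4 to 3686 ± 372 at ZT16 in wild type, and from 245 ± 248 at ZT4 to 3563 ± 54.7 at ZT12 in Npy KO (SD, n = 2). The cycling p of Cyp3a13 was 5.61e-04 in wild type and 0.00918 in Npy KO, and that of Cyp7a1 was 0.00368 and 0.00156. Both genes had p under 0.05 in each of the 12 removals of a single array in either genotype. The fitted peak of Cyp3a13 was at 17.9 h in wild type and 2.04 h later in Npy KO, and that of Cyp7a1 at 13.5 h and 0.650 h later. The rhythm difference had an unadjusted p of 0.0738 for Cyp3a13 and 0.0590 for Cyp7a1 (adjusted p = 0.971 for both from limma). Cyp7a1 had a log2 level difference of -0.78 (standard error 0.26, adjusted p = 0.344), lower in Npy KO at 4 of 6 ZT. Of 15 genes of bile acid synthesis and transport, 9 had p under 0.05 for cycling in wild type and 6 in Npy KO, the 6 being cyclic in both, and 11 had a lower mean in Npy KO. In limma's level test 0 passed over all genes, 5 had an unadjusted p under 0.05, and 4 were lower when adjusted over the list alone. These were Cyp7a1, the bile acid conjugating enzyme Baat (-0.24), and the sterol transporters Abcg5 (-0.18) and Abcg8 (-0.25). Camera gave an adjusted p of 0.0514 for the list, and adjusted p = 0.656 with an estimated correlation.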

Lastly, we compared our *Npy* KO data to the previously reported set of liver transcripts whose expression oscillates independently of the liver clock (Kornmann et al., 2007a; 2007b). Among that set, we discovered nine additional liver clock-independent transcripts—*Rbl2, Ddx46, Cirbp, Sqle, Ldb1, Actg1, Hmgcs1, Heca*, and *Ctgf*—that require Npy for robust rhythmic expression (Table 2). 

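Rbl2, a pocket protein that restrains the cell cycle, had a cycling p of 0.00455 in wild type and 0.171 in Npy KO (0.00361 with a replicate block removed), and Ddx46, an RNA helicase of splicing, had p = 0.00160 and 0.170 (n = 12 arrays each). The cold-inducible RNA-binding protein Cirbp had p = 5.94e-04 and 0.0851, and the cytoskeletal actin Actg1 had 0.00332 and 0.121 (n = 12). Sqle, which makes squalene epoxide in cholesterol synthesis, had p = 0.00411 and 0.800, and Hmgcs1, an earlier enzyme of the same pathway, had 0.0240 and 0.146 (n = 12). Ldb1, a transcriptional cofactor, had p = 0.457 in wild type and 0.0590 in Npy KO, Heca had 0.505 and 0.0560, and Ctgf, a matricellular growth factor, had 0.229 and 0.815 (n = 12). Fbxl20, which the paper's Table 2 lists apart as altered in phase in Npy KO, cycled in both genotypes (p = 3.72e-04 and 0.00312, n = 12). Its phase difference by cosinor, another measure than the paper's, was -1.19 h (Npy KO minus wild type). With Cyp2b10 included, 7 of these 11 genes had p under 0.05 in wild type and 1, Fbxl20, in Npy KO. The counts were 9 and 8 with a limma cosinor F test, 8 and 4 with JTK_CYCLE alone, and 0 to 8 and 0 to 3 under the other settings with all arrays. The study chose the list on these samples, so its counts are not independent evidence of a direction. In the limma rhythm difference 0 of the 11 passed over all genes or adjusted over the list alone, and 1 (Cyp2b10) had an unadjusted p under 0.05, followed by 0.0525 for Ddx46 (size 0.27 log2) and 0.0848 for Sqle (0.87). In mean level 8 of the 11 were lower in Npy KO, with 0 past limma's test over all genes, 2 at an unadjusted p under 0.05, and Cyp2b10 alone lower when adjusted over the list alone. Hmgcs1 had a log2 difference of -0.27 (standard error 0.11, adjusted p = 0.469), lower at 4 of 6 ZT. A list of 19 genes of cholesterol synthesis and SREBP2 targets shares Sqle and Hmgcs1 with Table 2. It was fixed with the values of Table 2 already seen, so it is not independent of that table. Of its genes, 9 cycled in wild type and 2 in Npy KO, and 17 had a lower mean in Npy KO (camera adjusted p = 0.0855, and adjusted p = 0.656 with an estimated correlation).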

As only a subset of liver-clock independent transcripts requires Npy for oscillations, other mechanisms likely contribute to rhythmic expression of these genes (further discussed below). 

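Nr1d1 (Rev-erb alpha), a repressor of the core clock, peaked at a fitted 6.04 h in wild type and 7.66 h in Npy KO, and Dbp, a clock output factor, at 9.13 and 10.4 h. Arntl peaked at 21.9 and 23.5 h, Per2 at 15.1 and 16.8 h, Per1 at 11.5 and 13.5 h, and Nr1d2 at 8.79 and 9.92 h. Over the 19 core clock and clock output genes the median phase was 1.31 h later in Npy KO for those cycling in both genotypes. Nr1d1 was 701 ± 1.21 at ZT4 in wild type and 347 ± 7.22 in Npy KO, and at ZT16 35.9 ± 2.49 and 104 ± 25.6 (SD, n = 2). Over all 501 genes cycling in both genotypes the median phase difference was 0.565 h, later in Npy KO (jackknife error over arrays 0.298), with quartiles of -0.250 and 1.41 h. Of these genes 343 (68.5%) peaked later and 158 earlier in Npy KO. For 2036 genes picked from all arrays together, without regard to genotype, the difference was 0.297 h and 58.3% were later. The median ratio of relative amplitudes, Npy KO over wild type, was 1.00 (jackknife error 0.062), with quartiles of 0.848 and 1.16, and 250 of the 501 genes had a smaller amplitude in Npy KO. Over the 2036 genes it was 0.963 (jackknife error 0.081). In the limma rhythm difference, Nr1d1 had the smallest p of all genes (size 1.13 log2, adjusted p = 0.0588), and it passed with a trended robust prior (0.0214), array weights (0.0287), centred arrays (0.0447) or dim genes left out (0.0183). It failed in the other models, where the smallest adjusted p of any gene was 0.0655 with quantile normalization, 0.0747 with no filter, 0.0924 and 0.113 with a replicate block, 0.200 for the genotype by ZT interaction, 0.330 without moderation, 0.816 with the gene mean over all probe sets and 0.843 on linear values. Nr1d1 also failed without the 2 Npy KO arrays that stood apart, a choice made after seeing the data. With all arrays and adjusted over the list alone, 2 of the 19 clock genes passed, Nr1d1 (adjusted p = 6.84e-05) and Dbp (adjusted p = 0.0396, size 0.80 log2). The phase difference was 0.130 h without replicate 2 of every ZT and 0.862 h without replicate 1.

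**Figure D3:**
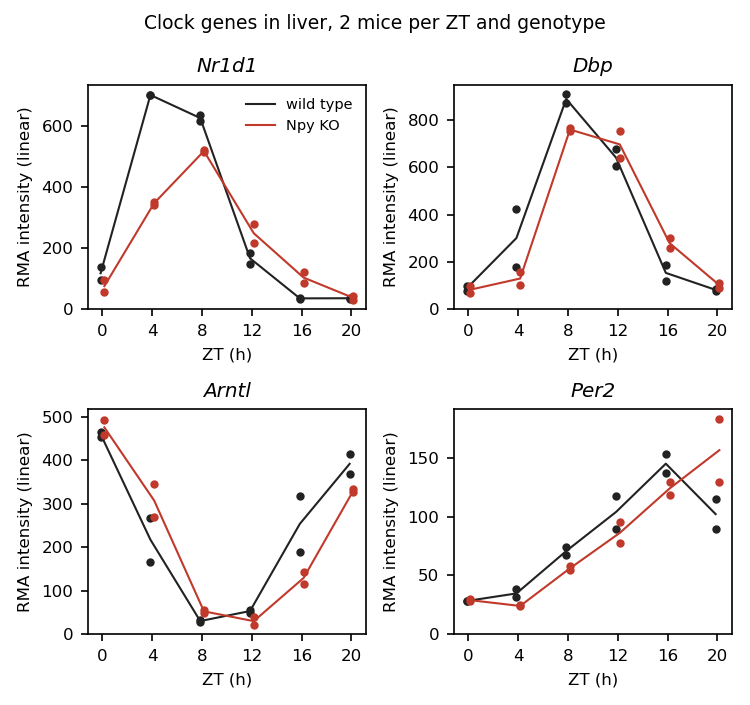
Linear RMA intensity (vertical axis) against ZT in hours (horizontal axis) for Nr1d1, Dbp, Arntl and Per2, with a point for each mouse, 2 per ZT and genotype, and lines through the means. At ZT4 Nr1d1 has a mean of 701 in wild type and 347 in Npy KO.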

Although many genes, including clock genes, continued to cycle in *Npy* knockout livers, the overall phases and amplitudes of expression for cycling transcripts in *Npy* KO slightly differed from those in wild type (Figure 5—figure supplement 1). Overall we found that diverse liver circadian transcripts, including cytochrome P450 genes, are influenced by Npy signaling. This report is the first to describe a role for Npy in the circadian regulation of peripheral gene expression in mammals.

**Table 2.** MetaCycle statistics for cycling of liver clock-independent genes in wild type and *Npy* knockout mice. Our *Npy* KO data compared to the previously reported set of liver transcripts whose expression oscillates independently of the liver clock (Kornmann et al., 2007b). Ten liver clock-independent transcripts require Npy for robust rhythmic expression. **DOI:** http://dx.doi.org/10.7554/eLife.13552.016 10.7554/eLife.13552.017Table 2—source data 1.Microarray data for MetaCycle analysis.**DOI:** http://dx.doi.org/10.7554/eLife.13552.017

Liver clock-independent genes with disrupted cycling of expression in *Npy* KO									
Affymetrix transcript ID	Gene	WT MetaCycle P-value	WT Phase	WT Median Exp	WT Relative Amp	KO MetaCycle P-value	KO Phase	KO Median Exp	KO Relative Amp
17503756	*Rbl2*	0.0003	8.94	367.0	0.217	0.0753	9.20	338.7	0.132
17287733	*Ddx46*	0.0007	7.77	264.2	0.229	0.1756	11.46	262.8	0.158
17235227	*Cirbp*	0.0037	6.28	58.1	0.188	0.0924	7.83	54.3	0.056
17311807	*Sqle*	0.0039	21.00	193.4	0.790	0.7685	9.43	229.9	0.310
17365314	*Ldb1*	0.0067	10.38	234.1	0.164	0.1503	12.05	216.2	0.171
17475360	*Cyp2b10*	0.0102	17.75	155.9	0.869	0.0782	0.00	85.7	0.486
17331429	*Actg1*	0.0153	18.56	155.7	0.470	0.3570	1.52	124.5	0.512
17290173	*Hmgcs1*	0.0230	0.50	751.5	0.687	0.1625	4.83	695.2	0.083
17239493	*Heca*	0.0265	9.30	255.6	0.132	0.1921	10.93	258.6	0.086
17232235	*Ctgf*	0.0331	13.18	37.9	0.364	0.9984	11.52	42.8	0.152

Liver clock-independent gene with altered phase of expression in *Npy* KO									
Affymetrix transcript ID	Gene	WT MetaCycle P-value	WT Phase	WT Median Exp	WT Relative Amp	KO MetaCycle P-value	KO Phase	KO Median Exp	KO Relative Amp
17268729	*Fbxl20*	0.0001	7.66	72.8	0.338	0.0287	3.35	74.6	0.024

Exp, expression level; Amp, amplitude.

## Discussion

In this report we dissect the role of neural clocks in the regulation of circadian gene expression in a peripheral tissue. We find that clocks in PDF-positive neurons influence cycling of the *per* clock gene in the *Drosophila* fat body in the absence of external cues. More importantly, we identify the non-cell autonomous mechanism that underlies cycling of specific fat body transcripts in *Drosophila* and specific liver transcripts in mice. We show that clocks in *Drosophila* NPF-positive neurons drive daily expression of *sxe1* and *Cyp6a21*, fat body genes not controlled by the fat body clock. Likewise, mammalian Npy drives rhythmic expression of specific liver transcripts, indicating a conserved role of NPF/Npy in the control of peripheral circadian rhythms.

Prior to this report, it was proposed that clocks in the brain and fat body interact, but the extent of the interaction and the mechanisms driving it were not identified (Xu et al., 2008). Our data suggest that in light:dark cycles, the central clock is not required for cycling of the fat body clock, although we cannot exclude an effect on the phase of cycling. However, in constant conditions, the clock in PDF cells influences the fat body clock, as it does the prothoracic gland clock. Future work will determine whether PDF release into the hemolymph influences the fat body clock (Talsma et al., 2012; Krupp et al., 2013). Why the central clock regulates only some peripheral clocks in the fly is unclear. Unlike other peripheral clocks, the fat body clock modulates behavioral rhythms, specifically the phase of feeding rhythms, in addition to its own physiology (Xu et al., 2008; 2011; Seay and Thummel, 2011). Thus, synchrony between clocks in the brain and fat body is likely essential for metabolic homeostasis.

The circadian system controls behavior and physiology in large part through its regulation of circadian gene expression (Zheng and Sehgal, 2012). Tissue-specific gene expression patterns are thought to be generated primarily by local clocks; however, few studies have comprehensively evaluated rhythmic expression driven by local clocks versus external factors. A previous comparison of gene expression profiles of flies containing or lacking an intact fat body clock found that the fat body clock only regulates ~60% of all circadian fat body genes (Xu et al., 2011). Here we report that at least some of the other 40% of circadian fat body genes are regulated by clocks located in other tissues. We found that disrupting clocks in NPF-positive cells abolished rhythmic expression of two cytochrome P450 genes, *sxe1* and *Cyp6a21*. Since we specifically disrupted the molecular clock by expressing CLKΔ or CYCΔ, only NPF-positive cells containing circadian clock components should have been targeted (LNds). We cannot formally exclude the possibility that expression of CLKΔ or CYCΔ in non-clock cells or even in the gut (Brown et al., 1999) contributes to this phenotype; however, the effect of targeting CLKΔ to specific LN_d_s with the *Dvpdf* driver suggests that these cells contribute to the peripheral rhythm phenotype. In addition, even though NPF expression has been reported in both the LN_d_s and LNvs (Hermann et al., 2012), it is unlikely the LNvs regulate *sxe1* rhythms, because disrupting clocks in PDF-positive LNvs does not abolish *sxe1* oscillations. LN_d_s can be synchronized by inputs from LNvs (Guo et al., 2014), but cell-autonomous entrainment mechanisms in the LN_d_s may limit the influence of LNvs in light:dark cycles, which may explain why ablating clocks in LNvs has a small effect on *sxe1* expression. Thus, we suggest that the clocks in LN_d_s are required for cycling of *sxe1* and *Cyp6a21* expression in the fat body.

NPF neuropeptide reportedly modulates rest:activity rhythms in *Drosophila* (Hermann et al., 2012; He et al., 2013a). We did not detect a role for clocks in NPF cells, nor for the single known NPF receptor, in the regulation of rest:activity, but it is possible that other mechanisms are utilized. However, we show that NPF regulates the expression of circadian genes in the fat body. Consistent with the assertion that NPF is the relevant output for fat body rhythms from NPF-positive cells, we also found that flies lacking functional clocks in these cells display significantly reduced *npf* levels (Figure 4D). Interestingly, Lee *et al*. previously showed that *npf* mRNA is absent in the LN_d_s of adult male *Clk^jrk^* mutant brains (Lee et al., 2006). This further supports our hypothesis that NPF is regulated by the circadian clock in LN_d_s, and its release from these neurons is necessary for mRNA rhythms of specific fat body genes. However, the effect of NPF on the fat body is likely not direct. Some insect species release NPF into the hemolymph to reach other tissues, but this does not appear to be the case in *Drosophila* (Nässel and Wegener, 2011). The NPF receptor may function in clock neurons in the dorsal fly brain (i.e. DN1s), neurons in the suboesophageal ganglion, or neurons innervating the mushroom body (Krashes et al., 2009; He et al., 2013a). Alternatively, NPF could signal through recently identified neurons downstream of the clock network, which are part of the circadian output circuit driving rest:activity rhythms (Cavanaugh et al., 2014). Although much is known about the neuronal clock network, very little is known about the neurons and signals downstream of the clock network, which make up the output pathways leading to rhythms in behavior and physiology. Our discovery that NPF-positive clock neurons drive rhythmic gene expression in the fat body provides a unique opportunity to investigate the pathway(s) that convey circadian information from the brain to peripheral tissues.

We report a striking parallel in the mammalian system, where the NPF ortholog, Npy, drives cyclic expression of specific liver genes, notably several in the cytochrome P450 pathway. Npy is not required for free-running rest:activity rhythms in mice, but it promotes phase shifts in these rhythms in response to non-photic stimuli (Yannielli and Harrington, 2004; Maywood et al., 2002; Besing et al., 2012). Behavioral effects of Npy are likely mediated by its brain expression, but as Npy is also expressed in the periphery, it is possible that a peripheral source contributes to cycling in the liver. Regardless, it is clear that Npy has a profound effect on circadian gene expression in the liver.

Since NPF promotes feeding in *Drosophila* larvae (Wu et al., 2003; Wu et al., 2005; Lingo et al., 2007) and Npy does so in mice, it is possible NPF/Npy drive cycling in the fat body/liver through the regulation of feeding. Feeding is known to be a potent stimulus for metabolic clocks, with circadian gene expression in peripheral tissues driven by restricted feeding cycles in both flies and mammals (Xu et al., 2011; Gill et al., 2015; Vollmers et al., 2009). However, under conditions of *ad lib* food, feeding rhythms in flies are of low amplitude and likely insufficient to drive robust cycling. Consistent with this, while cyclic expression of *Cyp6a21* can be driven by a restricted feeding paradigm, as can the clock in the fat body, cycling is more robust when this paradigm is conducted in wild type versus clockless animals (Xu et al., 2011), indicating that its regulation is not through feeding alone. Finally, time restricted feeding experiments of mice do not support the idea that restricted feeding drives cycling of *Cyp2b10* in clockless mice, even though it is sufficient to maintain rhythms of many other liver genes (Vollmers et al., 2009). Thus, while feeding cannot be discounted as an important factor, which may contribute to the cycling of the genes reported here, these genes are unique in their dependence on Npy. Only a limited subset of liver transcripts previously shown to be independent of the liver clock require Npy for cyclic expression (Kornmann et al., 2007a). Similarly, several fly genes, for example *sxe2* and *CG17562*, continue to oscillate when CLKΔ is expressed under *Npf*-GAL4 (data not shown). These results suggest there are additional mechanisms regulating circadian rhythms in the fat body/liver. Why would more than one mechanism exist to couple rhythmic gene expression in a specific peripheral tissue to other clocks? One possibility is that different mechanisms regulate distinct phases of circadian gene expression. Alternatively, different mechanisms may couple gene expression to different cell populations, processes, or behaviors.

The functional importance of the interaction between NPF/Npy and fat body/liver genes in the circadian system is unclear. Cytochrome P450 genes, such as *Cyp6a21, sxe1 and Cyp2b10*, are associated with detoxification (King-Jones et al., 2006; Fujii et al., 2008), which is likely rhythmic, although not yet reported. Overexpression of NPFR in larvae increases foraging behavior as well as consumption of noxious or bitter compounds (Wu et al., 2005). Indeed, NPF/Npy signaling is generally associated with an increase in feeding (Wu et al., 2003; 2005; Lingo et al., 2007; Beck, 2006), which can lead to ingestion of toxic substances. Thus, coordination of feeding with expression of detoxification enzymes, such as *sxe1, Cyp6a21* and *Cyp2b10,* through NPF/Npy may have evolved to promote survival. Large delays between consumption of noxious substances and their removal could affect an animal’s health; thus, the need for coordination between clocks in processing such substances. Conservation of cytochrome P450 regulation from flies to mammals supports the idea that neural control of detoxification in the periphery promotes organismal fitness (Figure 6).

**Figure 6.**
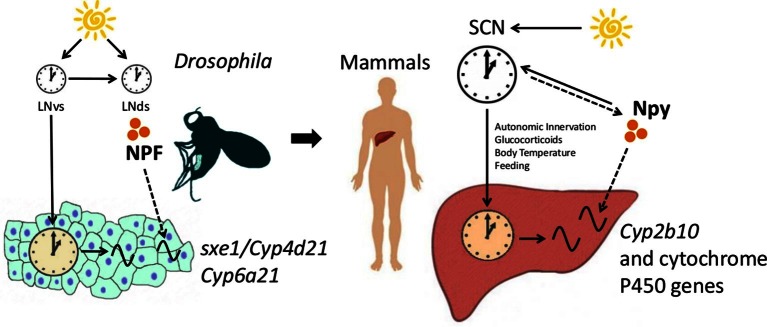
NPF/Npy regulate rhythmically expressed P450 enzymes in the periphery of flies and mammals. A model of brain clock regulation of peripheral cycling. Brain clocks regulate clocks in peripheral tissues. In *Drosophila*, clocks in PDF-positive neurons (LNvs) regulate the clock in the fat body. Similarly, in mammals, clocks in the suprachiasmatic nuclei (SCN) have been shown to regulate peripheral clocks such as the liver clock via autonomic innervation, glucocorticoids, body temperature, and feeding. In both the fat body and liver, not all circadian transcripts depend on the local-tissue clock. Clocks in NPF-positive LN_d_s and NPF itself regulate circadian expression of cytochrome P450 enzymes in the fly fat body. The LNvs can influence other brain clocks (such as the LN_d_s), but are not required for rhythms of fat body transcripts in LD as LN_d_s may entrain directly to light. In mammals, Npy was previously known to be a non-photic signal involved in entraining the SCN. However, the SCN could also influence Npy production or release, which in turn drives rhythmic expression of cytochrome P450 enzymes in the liver. **DOI:** http://dx.doi.org/10.7554/eLife.13552.018

In this study we exclusively evaluated males, because the initial studies reporting rhythmic gene expression in the presence and absence of the fat body or liver clock in flies or mammals respectively, were based on males (Xu et al., 2011; Kornmann et al., 2007a). Interestingly, NPF/Npy and *sxe1/Cyp2b10* expression is sexually dimorphic in *Drosophila* (Lee et al., 2006; Fujii et al., 2008) and mammals (Lu et al., 2013; Karl et al., 2008; Urban et al., 1993), suggesting there may be some gender specificity to this entire pathway. The functional significance of sex-specific regulation is unclear, but indicates that other mechanisms could contribute to such coordination in females.

This work has implications for chronopharmacology, which is based on the circadian timing of drug metabolism, transport, tolerance, and efficacy. Rhythmic expression of genes involved in drug breakdown and absorption in the liver influences drug efficacy and toxicity (Dallmann et al., 2014), and loss of such rhythms can have long-term effects on health and lifespan (Gachon et al., 2006). Therefore, expression of these genes may be tightly coordinated to optimize drug metabolism, and speaks to the importance of controlling the timing of drugs that have toxic side effects. The role for Npy reported here suggests it could be a potential target for improving drug efficacy and toxicity. Ultimately, understanding circadian rhythms at a systems level, including interactions between tissues and other physiological systems, will be useful from biological and clinical perspectives.

## Materials and methods

### Fly genetics

Flies were grown on standard cornmeal-molasses medium and maintained at 25°C. The following strains were used: Iso31 (isogenic *w1118* stock; (Ryder et al., 2004)), *Pdf*-GAL4 (Renn et al., 1999), 911-GAL4 (InSITE Library; (del Valle Rodríguez et al., 2012)), *Dvpdf-*GAL4*; pdf*-GAL80 (Guo et al., 2014), *Clk^jrk^* (Allada et al., 1998), and UAS-*npf* RNAi (Vienna Drosophila Resource Center #108772). The following flies were obtained from Bloomington Drosophila Stock Center: *Npf*-GAL4 (#25681), UAS-CLKΔ (#36318), UAS-CYCΔ (#36317), *tub*-GAL80^ts^ (#7018), and *npfr* mutant (#10747).

### Locomotor activity

The previously described Drosophila Activity Monitoring Systems (Trikinetics, Waltham, MA) were used to monitor rest:activity rhythms under constant conditions. Roughly 1 week old male flies were entrained for at least 3 days to 12 hr light: 12 hr dark cycles (LD) and then transferred to constant darkness for at least 7 days. Data were analyzed using ClockLab software (Actimetrics) and rhythmicity of individual male flies was determined for days 2–7 of DD as described previously (Williams et al., 2001).

### Adult fat body collection

Male flies (roughly 4–7 days old) were entrained to a 12:12 LD cycle at 25°C for at least 3 days before they were harvested. The abdominal fat body was obtained by separating the fly abdomen from the rest of the body and then removing all internal organs, leaving the fat body attached to the cuticle to be collected on dry ice for RNA extraction. For *tub-*Gal80^ts^ experiments, flies were raised at 18°C. Control flies were kept at 18°C, while the experimental flies were shifted to 30°C, the restrictive temperature for Gal80^ts^, for at least 4 days before collection.

### Mice husbandry and liver collection

*Npy* knockout mice were obtained from The Jackson Laboratory (004545) along with their background strain for controls (002448). Genotyping primers are listed on the Jackson website. 8–12 weeks old male mice were entrained to 12:12 LD cycles and fed a standard ad lib diet. Livers from *Npy* knockouts and their background controls were collected every 4 hr starting at lights on (ZT0) and immediately frozen in liquid nitrogen. 3–4 male mouse livers were collected at every timepoint for each genotype. All procedures were approved by the University of Pennsylvania Institutional Animal Care and Use Committee.

### Real-time quantitative PCR and statistical analyses

For each time point, fat bodies from 12 male flies were collected for RNA preparation. Total RNA was extracted using Trizol reagent (Life Technologies, Grand Island, NY) and purified using RNeasy Mini Kit (Qiagen Inc., Valencia, CA) according to manufacturer’s protocol. All RNA samples were treated with RNase-free DNase (Qiagen Inc.). RNA was reverse transcribed to generate cDNA using a High Capacity cDNA Reverse Transcription kit (Life Technologies, Grand Island, NY). Quantitative RT-PCR was performed on a 7900HT Fast-Real-Time PCR (Applied Biosystems) using SYBR Green (Life Technologies). The following primer sequences were used for qPCR: *αtubulin* (Forward 5’ CGTCTGGACCACAAGTTCGA 3’ and reverse 5’ CCTCCATACCCTCACCAACGT 3’), *per* (Forward 5’ CGTCAATCCATGGTCCCG 3’ and reverse 5’ CCTGAAAGACGCGATGGTG 3’), *Cyp4d21/sxe1* (Forward 5’ CTCCTTTGGTTTATCGCCGTT 3’ and reverse 5’ TTATCAGCGGCTTGTAGGTGC), *sxe2* (Forward 5’ TGCGGTACGATCTTTATACGCC 3’ and reverse 5’ CTAACTGGCCATTTCGGATTGA 3’), *CG14934* (Forward 5’ GGAAATCACGACAATCCTCGA 3’ and reverse 5’ CCCAACTCCTCGCCATTATAAG 3’), *Cyp6a21* (Forward 5’ GTTGTATCGGAAACCCTTCGATT 3’ and reverse 5’ AACCTCATAGTCCTCCAGGCATT 3’), and *CG117562* (Forward 5’ACCACAGAGGTGAAACGCATCT 3’ and reverse 5’CAGCAGCAGTTCAAATACCGC 3’). Transcript levels were normalized to those of *αtubulin* to control for the total RNA content in each sample.

Kits and procedures to isolate RNA and generate cDNA from mouse livers are the same as described above for fly fat bodies. The following primer sequences were used for qPCR: *Cyp2b10* (Forward 5’ GACTTTGGGATGGGAAAGAG 3’ and reverse 5’ CCAAACACAATGGAGCAGAT 3’), *36B4* (Forward 5’ TCCAGGCTTTGGGCATCA 3’ and reverse 5’ CTTTATCAGCTGCACATCACTCAGA 3’), *Rev-erb alpha* (Forward 5’ GTCTCTCCGTTGGCATGTCT 3’ and reverse 5’ CCAAGTTCATGGCGCTCT 3’) and *Alas1* (PrimerBank ID 23956102a1) (Spandidos et al., 2008; 2010; Wang and Seed, 2003). Transcript levels were normalized to the housekeeping gene, *36B4*.

Significant circadian rhythmicity of transcript levels was determined using the JTK_Cycle algorithm (Hughes et al., 2010). *P* values of less than 0.05 were considered significant. We also used two-way ANOVA for repeated measures and a Tukey’s *post hoc* test for differences across time (GraphPad Prism). P-values are reported in Table 3.

**Table 3.** JTK_Cycle Statistics and Two-factor ANOVA Results. All qPCR data were tested for circadian rhythmicity with JTK_cycle test and two-way ANOVA for repeated measures and a Tukey’s *post hoc* test. P-values from these tests are summarized. **DOI:** http://dx.doi.org/10.7554/eLife.13552.019

Figure	Genotype	Gene	Tissue	JTK_cycle P-value	Time P-value	Genotype P-value	Time X Genotype P-value
1C	[ZT] UAS-CLK∆/+	*per*	Fat Body (FB)	0.0194	< 0.0001	0.7826	0.4679
1C	[ZT] *Pdf*-GAL4/UAS-CLK∆	*per*	FB	0.0094			
1D	[CT] UAS-CLK∆/+	*per*	FB	0.0041	0.0313	0.6650	0.0281
1D	[CT] *Pdf*-GAL4/UAS-CLK∆	*per*	FB	1			
							
2A	*Iso31*	*sxe2*	FB	0.0014	0.0131	0.1852	0.0843
2A	*Clk^jrk^*	*sxe2*	FB	1			
2B	*Iso31*	*CG17562*	FB	0.0014	0.0223	0.6409	0.1746
2B	*Clk^jrk^*	*CG17562*	FB	0.6945			
2C	*Iso31*	*sxe1*	FB	0.0020	0.0019	<0.0001	0.0020
2C	*Clk^jrk^*	*sxe1*	FB	1			
2D	*Iso31*	*CG14934*	FB	0.0820	0.1146	<0.0001	0.0266
2D	*Clk^jrk^*	*CG14934*	FB	0.5429			
							
3A	UAS-CLK∆/+	*sxe1*	FB	0.0007	0.0003	0.0049	0.7061
3A	*Pdf*-GAL4/UAS-CLK∆	*sxe1*	FB	9.00E-07			
3B	UAS-CYC∆/+	*sxe1*	FB	0.0363	0.0006	0.7995	0.9592
3B	911-GAL4/UAS-CYC∆	*sxe1*	FB	0.0044			
3C	UAS-CLK∆/+	*sxe1*	FB	0.0014	0.0060	<0.0001	0.0749
3C	*Npf*-GAL4/UAS-CLK∆	*sxe1*	FB	0.1969			
3D	UAS-CYC∆/+	*sxe1*	FB	0.0029	<0.0001	<0.0001	<0.0001
3D	*Npf*-GAL4/UAS-CYC∆	*sxe1*	FB	1			
3E	UAS-CLK∆/+	*sxe1*	FB	0.0196	0.0038	0.0017	0.5326
3E	*Dvpdf*-GAL4/UAS-CLK∆;*Pdf*-GAL80/+	*sxe1*	FB	0.0001			
3F	UAS-CLK∆/+	*Cyp6a21*	FB	0.0009	<0.0001	<0.0001	0.0574
3F	*Npf*-GAL4/UAS-CLK∆	*Cyp6a21*	FB	0.0259			
3G	UAS-CLK∆/+	*per*	FB	0.0568	0.0057	0.8767	0.9902
3G	*Npf*-GAL4/UAS-CLK∆	*per*	FB	0.0441			
							
4A	UAS-Npf RNAi/+	*sxe1*	FB	0.0020	0.0005	<0.0001	0.1421
4A	*Npf*-GAL4/UAS-Npf RNAi	*sxe1*	FB	0.0441			
4B	Not analyzed with JTK	*npf*	Head	-			
4C	*npfr/+*	*sxe1*	FB	0.0128	0.0008	<0.0001	0.0038
4C	*npfr*	*sxe1*	FB	0.1969			
4D	*npfr/+*	*Cyp6a21*	FB	0.0916	0.0319	<0.0001	0.4182
4D	*npfr*	*Cyp6a21*	FB	0.1150			
4E	UAS-CLK∆/+	*npf*	Head	1	0.7588	<0.0001	0.846
4E	*Npf*-GAL4/UAS-CLK∆	*npf*	Head	1			
4F	UAS-CLK∆/+	*per*	Head	0.0001	<0.0001	0.1410	0.0420
4F	*Npf*-GAL4/UAS-CLK∆	*per*	Head	1.19E-05			
							
5A	Wild type	*Cyp2b10*	Liver	0.0010	0.0209	0.0034	0.1640
5A	*Npy* Knockout (KO)	*Cyp2b10*	Liver	0.0510			
5B	Wild type	*Reverb*α	Liver	7.46E-12	<0.0001	0.4979	0.0661
5B	*Npy* KO	*Reverb*α	Liver	7.17E-09			
5C	Wild type	*Alas1*	Liver	9.81E-06	0.0007	0.8476	0.8202
5C	*Npy* KO	*Alas1*	Liver	0.0018			

### Microarray analysis

Liver samples from *Npy* KO and wild type mice were collected every 4h over 24h (n = 2 per genotype and timepoint). RNA was purified as described above. Expression profiling was done at the Penn Molecular Profiling Facility using Mouse Gene 2.0 ST Arrays (Affymetrix, Santa Clara, CA, which also provided the annotation files). For extracting expression values of transcripts, raw CEL files were analyzed with the RMA algorithm (Irizarry, 2003) implemented in the affy package in Bioconductor in R (R 2.14.2) (Gautier et al., 2004). The newly developed MetaCycle (version 1.0.0; https://github.com/gangwug/MetaCycleV100.git) was used to detect circadian transcripts from time-series expression data in the wild type (WT) and *Npy* knockout (KO) groups, respectively. Key parameters in MetaCycle were the periodicity detection algorithms, JTK_CYCLE (Hughes et al., 2010) and Lomb-Scargle (Glynn et al., 2006), the period length (set at exactly 24 hr), and the p-value integration method (Fisher’s method, Fisher 1956). Using MetaCycle, we calculated two new features of circadian transcripts, baseline expression level (bEXP) and relative amplitude (rAMP). The former one is defined as the average expression level of a cycling transcript within one period length, and the latter one is a normalized amplitude value with bEXP. Based on analysis results from MetaCycle, expressed transcripts (bEXP larger than 101.6) with a p-value <0.01 in WT and >0.8 in the KO group were considered WT-specific rhythmic transcripts and shown in the heatmap. To generate the heatmap, expression values from replicate libraries in each group were averaged, median normalized by transcript, sorted by phase, and plotted as a heatmap using pheatmap in R.

## Additional files

Supplementary file 1. MetaCycle statistics of microarray data generated in this study. MetaCycle p-value, phase, baseline expression (baselineEXP), and relative amplitude (relativeAMP) are calculated for each gene in wild type and *NPY* KO animals. **DOI:** http://dx.doi.org/10.7554/eLife.13552.020

How the deposited data were processed for this re-analysis (not part of the article)

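Liver RNA of 12 wild type and 12 Npy KO male mice, 2 of each genotype at each of 6 zeitgeber times 4 h apart, was measured on Mouse Gene 2.0 ST arrays. The samples' labels give genotype, zeitgeber time and replicate for all 24 arrays, and all were used. According to the methods and the submitters' processing notes, the authors processed the raw files with RMA in the affy package under R 2.14.2. The deposited values are therefore background-corrected, quantile-normalized and summarized intensities on the log2 scale. They are given per exon-level probe set, while the paper's tables give linear values per transcript. The files hold no counts, and the number of mice, 2 per genotype and zeitgeber time, limits the precision.

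Probe sets were joined to gene symbols through the platform's table, and 233753 had a single symbol. A gene's value was the median log2 value over its probe sets with a mean above 39.8 on the linear scale, which is log2 5.32. The paper prints this filter as 101.6, and 1.6 was read as an exponent of 10, a reading that the paper does not spell out. Of 23152 genes, 16315 had a probe set above the filter and were tested, and the other genes and the probe sets with several symbols or none were left out. Gene positions were used only to find which genes neighbour Npy, from a RefSeq table of assembly GRCm38.p6, since the files name no assembly.

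MetaCycle 1.0.0 was not used here. Its method as the paper describes it was re-implemented in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and applied to linear values of the 12 arrays of each genotype. JTK_CYCLE used the exact null distribution, a period of 24 h and a Bonferroni factor for 6 lags, and Lomb-Scargle used the same period and 8 independent frequencies. Fisher's method combined their p-values. The implementation was checked on 1458 transcripts of Supplementary file 1, where its p-value lay on the same side of 0.05 as the paper's for 100% of transcripts in wild type and 99.7% in Npy KO. Genes with p < 0.05 were called cycling, and genes with p < 0.01 in wild type and p > 0.8 in Npy KO were called wild type-only, as in the paper. Phases and relative amplitudes were taken from a 24 h cosinor fit to linear values, which is another measure than the paper's.

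Differences between the genotypes were tested with limma 3.58.1 in R 4.3.3 on log2 values of all 24 arrays. For the level, a model of 12 genotype and time groups was fitted and the mean of the 6 Npy KO groups was compared with that of the 6 wild type groups. For the rhythm, the interaction of genotype with the cosine and sine of a 24 h period was tested. Each p was adjusted by Benjamini-Hochberg over the 16315 genes, with a threshold of 0.05, and also over each of 28 gene lists alone. Lists were tested with camera at a preset correlation of 0.01 and with an estimated correlation, and with fry. The tests were also run on simulated data with rhythms in wild type only. At a log2 amplitude of 0.3, limma called 1.49% of them as differing in rhythm and the wild type-only thresholds called 19.4%, at 0.6 these shares were 46.3% and 53.7%, and at 1.0 they were 83.3% and 69.7%. Of 16115 simulated genes without a rhythm, the wild type-only thresholds called 0.26%, and limma called 10 genes as differing in rhythm.

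The gene lists, the thresholds, the tests, the alternatives and the rule for naming genes were fixed beforehand, with the values in the paper's tables already seen. Named were every mouse gene the paper names for the liver, the 10 largest rises and the 10 largest falls among genes past the level test with the same direction at 5 or more of 6 zeitgeber times, the 10 smallest rhythm difference p-values, up to 4 members of each list with the smallest level p and up to 4 with the smallest rhythm p, and the 10 strongest wild type-only and Npy KO-only genes. Other genes are named where a small count calls for it.

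Alternatives covered the periodicity test, the scale, scaling between arrays, the filter, the gene summary, the thresholds, multiple testing, the limma variance model, array weights, the model of time, a replicate block and leaving out arrays. With 2 arrays per group, the model of 12 groups gives both arrays of a group the same weight, so array weights in the level test cannot favour 1 mouse of a pair. The arrays that stood apart were identified from weights in the cosinor model and from correlations within the genotype. Without a whole replicate, each group holds 1 sample, so the level was tested in an additive model of time and genotype. Its error is the departure of the samples from additive effects. Counts were set beside those from 100 splits of the arrays within each zeitgeber time. Figures were drawn with matplotlib 3.10.9.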

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

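Chosen only after the result was seen were the tests of the 2 Npy KO arrays that stand apart and of a smaller amplitude in Npy KO, the spread without ZT4 and ZT12, and the regrouping of the arrays for the small nucleolar RNAs.

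Memo1, which relays receptor signals to the cell's cytoskeleton, had a log2 difference of -1.31 in Npy KO (standard error 0.061, adjusted p = 3.85e-09 from limma, lower at 6 of 6 ZT), the largest of 31 genes past the level test (23 higher, 8 lower), a signal outside the genes that the paper discusses. Also past the test in each of 24 removals of a single array were the glutathione transferase Gstt3 (-0.76), Spg11, a lysosome maintenance protein (-0.75), the muscle protein Myot (1.28), Ccdc50 (0.81) and the small GTPase Rhoc (0.77). Myot rests on 1 probe set above the filter. Of the probe sets of Ccdc50, 11 were higher and 2 lower in Npy KO. Those of Spg11 were 1 higher and 10 lower (-1.61 to 0.14). All 8 of Memo1 were lower (-2.34 to -0.20), as were all 7 of Gstt3, and all 3 of Rhoc were higher. The cause of the spread between probe sets was not tested. Less firm were Acmsd of tryptophan breakdown (-0.48, past the test in 21 of 24 removals), Dctn3 (-0.44, 18), Saal1 (-0.42, 7), the aldehyde dehydrogenase Aldh1b1 (-0.39, 5), the transporter Slc38a6 (-0.48, 4) and the carrier Slc25a43 (0.54, 5, and -0.022 with the gene mean over all probe sets), and the count of 31 ran from 13 without Npy KO ZT8 replicate 1 to 92 without Npy KO ZT4 replicate 2. Alleles of another substrain carried along with the deleted Npy would place level changes beside it. Of the 31 genes 0 lie within 10 Mb of Npy, against 121 of 16291 genes tested, with 1 level change there under a trended robust prior. Some level changes also lay there without the Npy KO ZT12 replicate 1. That removal, like that of the Npy KO ZT4 replicate 2, leaves an array that stood apart alone in its group, so it decides nothing. The real grouping, 1 of 100 within ZT, called the most genes and the highest other called 3. Chance is therefore unlikely, but 100 groupings cannot exclude it. Substrain alleles elsewhere in the genome (chromosome 4 holds the most of the 31, 6, with p = 0.0123 by Fisher's exact test and 0.197 when adjusted over chromosomes) and an effect of the lost Npy both remain open.

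Small nucleolar and Cajal body RNAs, most of which guide the modification of other RNAs, made up 15 of these 31 genes by their names, each higher in Npy KO, among them Snora73a (0.64), Snord69 (0.63) and Snora7a (0.50), past the test in each of 24 single removals, and Snora73b (0.62) and Snord49a (0.60), past it in 7 and 4, and the paper does not discuss them or Rnu3a (0.84), the U3 small nucleolar RNA, which bears another name and is not among the 15. Of 60 such genes 57 had a higher mean in Npy KO, with a median log2 difference of 0.27 (bootstrap error 0.019) that was positive at 6 of 6 ZT (0.025 to 0.49) and 0.24 without the 2 arrays that stand apart. The real grouping, 1 of 100, gave the largest median, with 0.21 for the highest other, so chance is unlikely. The bootstrap errors given here do not measure the spread between mice, as regrouping the arrays alone gave medians of up to 0.21. The exon signal of 38 host genes had a median of 0.028 (bootstrap error 0.023). It measures spliced RNA and not transcription of the hosts, so it does not decide on that cause. The 53 microRNA genes had a median of 0.046 (bootstrap error 0.0096), or 0.036 for 26 of them at the level of 18 small nucleolar RNAs with 0.28. Whether their probe sets read mature microRNAs or longer precursors is not known from the files. More small RNA of every class recovered in the Npy KO samples is therefore not decided either. A handling difference that affects RNAs of this length alone and a change in their stability without Npy were not tested. All these explanations remain open.

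Npy KO-only cyclic genes, which the paper's text does not discuss, numbered 79, among them the chemokine genes Ccl28 and Cxcl12, against 232 wild type-only ones. The count of 232 was reached in 2 of 100 regroupings, the real one included. The other gave 303, so chance is unlikely but not excluded. Limma's rhythm difference had 0 genes past it, 765 at an unadjusted p under 0.05, and 0 by the unmoderated model. For it the regroupings decide nothing, as 100 of 100 reach 0 whatever the data (highest other 2). A larger spread between Npy KO replicates has a ratio of 1.15, but 1.01 without ZT4 and ZT12, so it is not shown apart from the 2 Npy KO arrays that stand apart at those ZT, which may contribute to the difference in counts, since the highest ratio of wild type-only to Npy KO-only counts in 4 matched removals was 1.48. In 20 simulations of a rhythm shared by the genotypes with each genotype's own spread, 137 to 171 genes were wild type-only and 85 to 131 Npy KO-only. Simulated cycling genes numbered 1493 to 1631 in wild type and 1325 to 1417 in Npy KO, against 1842 and 1103 observed. These ranges do not decide on the 2 arrays that stand apart, since regrouping the real arrays gave up to 303 genes cyclic in 1 group only. A smaller amplitude in Npy KO cannot be told apart from an equal one, since its ratio of 0.963 lies within its jackknife error of 0.081 from 1, and a loss of rhythm without Npy remains open beside these arrays.

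Nr1d1 and Dbp, of the repressor and output arms of the clock, differed in rhythm between the genotypes by the test of that difference over the list of clock genes (adjusted p = 6.84e-05 and adjusted p = 0.0396 from limma). Both peaked later in Npy KO, as the median of the genes cycling in both genotypes did by 0.565 h, a size that 9 of 100 regroupings reached with 0.830 h as the highest other, so chance cannot be excluded for the median. Mki67, a marker of dividing cells, differed in rhythm over the list of 11 cell cycle genes (adjusted p = 9.29e-04 from limma, size 0.90 log2, and 0.072 with the gene mean over all probe sets), though not over all genes (adjusted p = 0.689), with 82.9 ± 25.7 at ZT12 in wild type and 37.3 ± 5.76 in Npy KO (SD, n = 2). Genes of fatty acid synthesis, a list the paper does not discuss, had a median log2 difference of -0.18, and 16 of 17 had a lower mean in Npy KO (camera adjusted p = 8.73e-04, and adjusted p = 0.656 with an estimated correlation).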

How the results depend on the processing

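Leaving out the 2 Npy KO arrays that stand apart, and leaving out ZT4 and ZT12 for the replicate spread, were chosen after seeing the data. More genes cycled in wild type than in Npy KO under every periodicity setting run. The counts in wild type, Npy KO, both, wild type-only and Npy KO-only were 58, 25, 5, 0 and 0 with Lomb-Scargle alone, 3186, 2173, 1084, 57 and 15 with the limma cosinor F test, and 290, 41, 23, 43 and 1 with adjusted p. Wild type-only and Npy KO-only genes numbered 585 and 189 with p over 0.05 as not cyclic, 635 and 280 with p under 0.05 as cyclic, and 0 and 0 with limma's rhythm difference in place of p over 0.8 (765 genes had it at an unadjusted p under 0.05). The other settings with all arrays, and leaving out the 2 Npy KO arrays alone, kept these counts within 1.5 times, while leaving out wild type arrays of the same ZT too, also chosen after seeing the data, gave 108 to 132 wild type-only genes. Level changes numbered 49 with a trended robust prior, 48 among 8401 genes with a mean above log2 of 100, 68 with the gene mean over all probe sets, 17 with a cosinor in place of the ZT factor and 17 without the 2 arrays. Limma called 1 gene, Nr1d1, as differing in rhythm with the trended prior, array weights, centred arrays or the mean above log2 of 100, and 0 under the other model settings. With an estimated correlation camera called 0 gene lists, as fry did for a common direction. Near Npy, 1 level change lay there with the trended prior. The level difference of the wild type-only genes was -0.0094 without the 2 arrays. The ratio of the replicate spreads, 1.15 over all ZT, was 1.01 with ZT4 and ZT12, the times of the 2 arrays, left out. The carrier Slc25a43, with 1 probe set above the filter, went from 0.54 to -0.022 with the gene mean over all probe sets. For these changes the cause was not tested, except that other probe sets enter the gene mean and fewer genes are adjusted for above log2 of 100.

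Leaving out arrays leaves fewer samples by construction. Over removals of single arrays or of a whole replicate, the counts ran from 501 to 1842 in wild type, 405 to 1265 in Npy KO, 24 to 566 in both, 0 to 272 wild type-only and 0 to 91 Npy KO-only, with the lowest without replicate 1 or 2 of every ZT. Without replicate 1 and without replicate 2 of every ZT the phase difference was 0.862 and 0.130 h, the amplitude ratio 1.01 and 1.08, and the level difference of the wild type-only genes 3.1e-05, so reversed, and -0.060. The count of level changes fell without replicate 1 or 2 of every ZT, where each group holds 1 sample. There it comes from an additive model whose error is the departure of the samples from additive effects of genotype and time. Single removals that moved this count by over 1.5 times left 92 without Npy KO ZT4 replicate 2, 16 and 14 without Npy KO ZT0 replicates 1 and 2, 13 and 20 without those of ZT8, 16 without ZT16 replicate 1 and 18 without ZT20 replicate 2, and in wild type 16 and 17 without ZT0 replicates 1 and 2, 18 and 18 without those of ZT4, 19 without ZT8 replicate 2, 16 without ZT16 replicate 2 and 15 without ZT20 replicate 1. Nr1d1 passed the rhythm difference in 3 single removals. Level changes near Npy ran from 0 to 2, and the difference of Npy from -0.033 to 0.316. Memo1, Spg11, Gstt3, Rhoc, Ccdc50, Myot, Rnu3a, Snora73a, Snora7a and Snord69 were past the level test in each of 24 single removals. The replicate spread could not be computed without replicate 1 or 2.

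The replicate numbers do not pair the samples, as 0 of 6 correlations between the genotypes' replicates of a ZT exceeded 0.1. With a replicate block, 2115, 1358, 600, 295 and 105 genes were in the 5 cycling counts, and 22 (block within genotype) or 28 (block common to both) genes changed in level. Named genes and their settings gave 811 cycling values on the same side of 0.05, 53 newly under it and 81 no longer under it, 7320 level values the same, 368 moved, 192 no longer past the threshold, 4 newly past it and 1 reversed, and 7495 rhythm values the same and 7 newly past the threshold. Signal over background limits the dim genes, and with no filter 23152 genes were tested and 24 changed in level.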

Differences from the paper's values

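The paper gives 880 transcripts cycling in both genotypes (p under 0.05), and 501 genes do here, genes standing in for transcripts. A value is called different where it is over 1.5-fold from the paper's and further from it than its jackknife error over arrays (160 for this count). Of the alternatives set before the data were examined, the values do not differ by this measure with JTK_CYCLE alone (692), the limma cosinor F test (1084), a replicate block (600) and the gene mean over all probe sets (655), and they differ with log2 values in Lomb-Scargle (515), Lomb-Scargle alone (5), adjusted p (23), no filter (506), centred arrays (507) and in all removals of arrays (24 to 566).

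For Fbxl20, an F-box protein of ubiquitin ligases, the paper's cycling p in Npy KO is 0.0287 and the value here 0.00312, both under 0.05. It differs under each of those alternatives except the gene mean over all probe sets (0.0301). For Cyp2a12, a steroid hydroxylase in the source data of Figure 5F, the paper's p in wild type is 0.0264 and the value here 1.0. With the gene mean over all probe sets it is 0.330 and no longer differs by this measure, while it differs under the other alternatives (0.979 with the limma cosinor F test, 0.626 to 1.0 in removals of arrays). No setting gave Cyp2a12 a p under 0.05. Its gene mean value counts as no longer different only because its jackknife error is 0.389.

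Median intensities of Table 2 differ for 5 genes by over 1.5-fold and by more than the jackknife error of the median over arrays. Cyp2b10 in wild type, with 266.8 here and 155.9 in the paper, is over 1.5-fold apart but within its jackknife error of 234, and is not counted. The paper gives 58.1 in wild type and 54.3 in Npy KO for the cold-inducible Cirbp, and the values here are 132.1 and 128.3. For the connective tissue growth factor Ctgf the paper gives 37.9 and 42.8, with 90.4 and 95.9 here, and for Fbxl20 the paper gives 72.8 and 74.6, with 165.6 and 196.3 here. For Cyp2b10 in Npy KO the paper gives 85.7, with 170.0 here. With the gene mean over all probe sets, the only alternative computed for these values, they no longer differ (46.0 and 48.2 for Cirbp, 32.9 and 36.5 for Ctgf, 79.4 and 77.8 for Fbxl20, 107.0 for Cyp2b10). The same gene mean makes 2 other genes differ, Rbl2, with 229.8 in wild type and 203.6 in Npy KO against the paper's 367.0 and 338.7, and Heca, with 166.7 and 160.6 against the paper's 255.6 and 258.6. For the actin Actg1 the paper gives 155.7 and 124.5, with 66.0 and 61.5 here and 72.2 and 68.5 by the gene mean over all probe sets, which differ as well.

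Of the other genes that the paper lists as cycling in wild type and not in Npy KO in Table 2, Rbl2, Ddx46, Cirbp, Sqle, Actg1 and Hmgcs1 have p under 0.05 in wild type here, as Fbxl20 has in both. Actg1 is no longer under 0.05 in wild type with the gene mean over all probe sets (0.155), and of the 11 genes of Table 2, Lomb-Scargle alone leaves 0 and adjusted p 2 under 0.05 in wild type. In Npy KO, where the paper lists no rhythm for them, several are under 0.05 in some settings: with the limma cosinor F test Ddx46 (0.0449), Cirbp (0.00471), Actg1 (0.0144), Hmgcs1 (0.00962), Ldb1 (0.0187) and Heca (0.0229), with JTK_CYCLE alone Actg1, Ldb1 and Heca, with a replicate block Rbl2 (0.00361), with the gene mean over all probe sets Cirbp (0.0342), with centred arrays Ldb1, with log2 values in Lomb-Scargle Heca, without replicate 1 Rbl2 and, a setting chosen after seeing the data, without the 2 arrays that stand apart Heca. Ldb1 (0.457) has no setting under 0.05 (lowest 0.0728), Heca (0.505) has the gene mean over all probe sets (0.0308), and Ctgf (0.229) the limma cosinor F test (0.0444). Among the 4 P450 genes that the paper shows as losing their rhythm in Npy KO, Cyp2r1 and Cyp17a1 have p under 0.05 in wild type here. Cyp2b10 (0.0538) is under 0.05 with log2 values in Lomb-Scargle, JTK_CYCLE alone, the limma cosinor F test, a replicate block or the gene mean over all probe sets, and in Npy KO it is also under 0.05 with the cosinor (0.00593) and the block (0.0136). Cyp2c70 (0.0558) is under 0.05 with JTK_CYCLE alone, the limma cosinor F test, centred arrays, a replicate block, the gene mean over all probe sets or without replicate 1.

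The paper states that the rhythm of Rev-erb alpha, measured by PCR, was unaffected in Npy KO. On the arrays Nr1d1 cycles in both genotypes (p = 0.00140 and 9.17e-05, n = 12 arrays each), while its rhythm differs by limma's test over the clock genes (adjusted p = 6.84e-05) but not over all genes (adjusted p = 0.0588). Over all genes it passes under 4 model settings (adjusted p from 0.0183 to 0.0447) and fails under the others, in which the smallest adjusted p of any gene runs from 0.0655 to 0.843.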

Other observations

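Chosen only after the result was seen was the regrouping of the arrays for the level of the wild type-only genes. Alas1, the first enzyme of heme synthesis, had a cycling p of 0.00393 in wild type and 0.0619 in Npy KO, and its rhythm difference had an unadjusted p of 0.472 in limma (adjusted p = 0.979). In Npy KO it was under 0.05 with JTK_CYCLE alone, with the limma cosinor F test and, a setting chosen after seeing the data, without the 2 arrays that stand apart. Of 8 heme synthesis genes, 3 had p under 0.05 in wild type and 0 in Npy KO by MetaCycle, and the median log2 level difference was -0.044. For the 232 wild type-only genes, the level difference of 0.0340 in size was reached in 3 of 100 regroupings, the real one included. The highest other was 0.0439, so chance is unlikely for this grouping of all arrays but not excluded. The difference does not hold without replicate 1, where it turns sign at 3.1e-05, and is -0.0094 without the 2 arrays.

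Elovl5, an elongase of polyunsaturated fatty acids (-0.24, standard error 0.062, lower at 6 of 6 ZT), and Thrsp, an inducer of lipogenesis (-0.46, standard error 0.11, lower at 3 of 6 ZT), were lower in Npy KO adjusted over the list alone, while 0 of the 17 fatty acid genes passed limma's test over all genes and 4 had an unadjusted p under 0.05. Creld2 of the unfolded protein response (0.31), the cell cycle genes Top2a (0.52) and Ccne1 (0.43), and the stellate cell and fibroblast genes Reln (0.22) and Ecm1 (0.26) were higher adjusted over the list alone, with none of them past the test over all genes (2 of each list at an unadjusted p under 0.05). Fry's test for changes in either direction called 5 lists, of bile acids (adjusted p = 6.66e-04), cell cycle (adjusted p = 9.78e-04), CAR and PXR targets (adjusted p = 0.00871), fatty acids and P450 genes (adjusted p = 0.0271 for both). The stellate cell and fibroblast list had a median log2 difference of 0.032. The lists that follow had 0 genes past limma's level test over all genes or over the list alone and at most 3 at an unadjusted p under 0.05. Their median log2 differences were 0.094 for glucocorticoid-responsive genes, 0.054 for gluconeogenesis, 0.032 for temperature-responsive genes, 0.0015 for male-biased and -0.091 for female-biased genes, 0.0084 for interferon-stimulated genes and 0.14 for 3 genes of NPY receptors and peptides. Cell type markers had medians of -0.011 for hepatocytes, -0.034 for Kupffer cells, -0.078 for sinusoidal endothelium, 0.069 for cholangiocytes, 0.074 for lymphocytes, -0.11 for 2 erythroid genes, 0.045 for neutrophils, 0.049 for adipocytes and 0.098 for pancreatic acinar cells, and 3 sex-linked genes had -0.017.

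In the Npy KO mouse 2 at ZT12, 9 of 11 Kupffer cell and macrophage markers were higher than in the other mouse of that group (median 0.607 log2), and lymphocyte markers had a median of -0.618. Of the core clock and clock output genes, 16 of 19 were higher in that mouse (median 0.29 log2). In the Npy KO mouse 1 at ZT4, 11 of 12 male-biased liver genes were lower than in the other mouse (median -0.479). Medians there were -0.369 for interferon-stimulated genes, 0.304 for lymphocyte markers and 0.278 for glucocorticoid-responsive genes.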
